# Improvement of obesity-associated disorders by a small-molecule drug targeting mitochondria of adipose tissue macrophages

**DOI:** 10.1038/s41467-020-20315-9

**Published:** 2021-01-04

**Authors:** Yawei Wang, Binlin Tang, Lei Long, Peng Luo, Wei Xiang, Xueru Li, Huilan Wang, Qingzhi Jiang, Xu Tan, Shenglin Luo, Huijuan Li, Ziwen Wang, Zelin Chen, Yu Leng, Zhongyong Jiang, Yang Wang, Le Ma, Rui Wang, Chunyu Zeng, Zujuan Liu, Yu Wang, Hongming Miao, Chunmeng Shi

**Keywords:** Cell signalling, Drug delivery, Endocrine system and metabolic diseases, Biomaterials

## Abstract

Pro-inflammatory activation of adipose tissue macrophages (ATMs) is causally linked to obesity and obesity-associated disorders. A number of studies have demonstrated the crucial role of mitochondrial metabolism in macrophage activation. However, there is a lack of pharmaceutical agents to target the mitochondrial metabolism of ATMs for the treatment of obesity-related diseases. Here, we characterize a near-infrared fluorophore (IR-61) that preferentially accumulates in the mitochondria of ATMs and has a therapeutic effect on diet-induced obesity as well as obesity-associated insulin resistance and fatty liver. IR-61 inhibits the classical activation of ATMs by increasing mitochondrial complex levels and oxidative phosphorylation via the ROS/Akt/Acly pathway. Taken together, our findings indicate that specific enhancement of ATMs oxidative phosphorylation improves chronic inflammation and obesity-related disorders. IR-61 might be an anti-inflammatory agent useful for the treatment of obesity-related diseases by targeting the mitochondria of ATMs.

## Abstract (web summary)

Adipose tissue macrophages are central to controlling inflammation in the context of obesity. Here the authors present a new infrared dye (IR-61) that accumulates in the mitochondria of these cells resulting in anti-inflammatory effects that counter obesity-associated pathology in mice.

## Introduction

Obesity and obesity-associated metabolic syndromes represent a global health problem^1^. A growing number of findings have shown that chronic inflammation is an important feature of obesity and that persistent inflammation can also lead to obesity and obesity-related metabolic diseases^2,3^. Anti-inflammatory agents are considered as a treatment strategy for obesity-related disorders and have been tested in animal and human models for more than a decade^4–6^. However, this therapy has not shown significant progress in either model system^7^. Hypermedication and off-target effects have resulted in serious side effects, including Cushing’s-like syndromes, gastrointestinal bleeding, and immune suppression^8,9^. Moreover, a complicated biological network between inflammation and obesity often causes unpredictable outcomes and treatment failure^7,8,10^. The lack of more selective and effective anti-inflammatory agents for obesity treatment highlights the need to re-evaluate disease physiopathology in obesity to identify more effective therapeutic targets.

Local inflammation of adipose tissues can regulate obesity and systemic inflammation, and macrophage activation plays a decisive role in adipose tissue inflammation^11–13^. Macrophages account for 10–15% of the cell population in normal adipose tissue and mainly present with an anti-inflammatory phenotype (M2-like). However, in the state of obesity, macrophages constitute approximately 40–50% of adipose tissue cells and display a pro-inflammatory phenotype (M1-like)^14^. These pro-inflammatory adipose tissue macrophages (ATMs) secrete a range of pro-inflammatory cytokines, causing both local and systemic inflammation in an autocrine or paracrine manner^15,16^. Therefore, ATMs are considered important targets for the treatment of chronic inflammation and obesity-related metabolic diseases^17,18^. Thus far, there is a lack of pharmaceutical agents to target ATMs for obesity treatment.

Recent studies have suggested that mitochondrial metabolism plays an important role in maintaining and changing the inflammatory phenotype of macrophages^19–21^. M1 macrophages undergo metabolic changes that drive them toward glycolysis and exhibit minimal reliance on mitochondrial oxidative phosphorylation. In contrast, M2 macrophages mainly depend on oxidative phosphorylation and have increased oxygen consumption^22^. Previous research has shown that reduced oxidative phosphorylation of macrophages causes exacerbated inflammation and insulin resistance^23^. Therefore, targeting oxidative phosphorylation in macrophages hold promise for therapeutic treatment of obesity-related disorders. However, due to the lack of methodology or agents capable of simultaneously targeting ATMs and their oxidative phosphorylation, treatment is still challenged by potential off-target effects^24^. Furthermore, it is not clear if potentiating the oxidative function of ATMs would improve obesity-related disorders.

To obtain therapeutic agents targeting ATMs, current strategies mainly explore chemical drugs conjugated to various functional nanocarriers that are recognized by macrophage receptors^17,25^. However, use of these targeting nanocarriers is usually limited by high cost, instability, toxic effects, and so on^26,27^. Therefore, it is of great significance to design and develop structure-inherent small molecules targeting the mitochondria of ATMs for obesity treatment. A class of lipophilic cationic NIR fluorescence heptamethine cyanine dyes has been identified with the structure-inherent characteristic of mitochondria targeting^28–30^.

Here, we screen the dyes and characterize a small-molecule infrared dye termed IR-61, which preferentially accumulates in the mitochondria of ATMs via intraperitoneal administration, potentiates mitochondrial oxidative phosphorylation, and further improves obesity and its associated metabolic syndromes such that it represents a possible treatment strategy for obesity-related metabolic diseases.

## Results

### IR-61 targets ATMs and locates to macrophage mitochondria

Our group has established a library that features newly synthesized mitochondria-targeting NIR fluorescent heptamethine cyanine dyes. Among the different group of NIR fluorescent dyes, we selected eight representative small molecules to explore their effects on macrophage inflammatory phenotype (Fig. 1a). The synthesis method of these small molecules referred to the articles previously reported^29,31^ and were also described in Supplementary Fig. 1. Of these, IR-61 was identified as a small molecule that suppressed expression of pro-inflammatory genes in bone marrow-derived macrophages (BMDMs) (Fig. 1b). IR-61 (Ex 782 nm and Em 805 nm) is an NIR fluorophore with lipophilicity and positive charge, which can self-assemble in an aqueous solution and form spherical nanoparticles with a diameter of 90 ± 5 nm. DLS measurement results indicated that the hydrodynamic diameter of IR-61 was approximately 119 nm (Supplementary Fig. 2a, b). In the present study, IR-61 was injected into age-matched C57BL/6J mice via intraperitoneal administration, and the IR-61 distribution in tissues was measured using a Kodak In-Vivo FX Professional Imaging System (Fig. 1c). We demonstrated that IR-61 predominantly accumulated in the visceral fat after intraperitoneal injection (Fig. 1c). Next, to determine the profile of cells in the epididymal fat (epi WAT), liver, and spleen that internalize IR-61, we performed flow cytometry analysis at 4, 24, and 96 h after intraperitoneal injection. We found that IR-61 was highly internalized by CD45^+^F4/80^+^ macrophages at any time point, but rarely by other immune cells in epi WAT (Fig. 1d, e). We also detected the distribution of IR-61 in liver and spleen that contain abundant macrophages in sinusoid. Results showed that the macrophages in liver and spleen exhibited only a negligible uptake of IR-61 at 24 h but IR-61 signal cannot be detected at 4 and 96 h, which, due to subtle IR-61, was internalized by macrophages nonspecifically and then quickly cleared during the metabolic process (Fig. 1d, e). Using fluorescence microscopy, we further confirmed that IR-61 preferentially accumulated in F4/80^+^ cells from the stromal vascular fraction (SVF) (Fig. 1f). Furthermore, we found that M1-like peritoneal macrophages (PMs) showed a greater uptake of IR-61 than did M2-like or unstimulated primary PMs (Supplementary Fig. 3b). Consistently, M1-like ATMs (F4/80^+^CD11C^+^) internalized more IR-61 than non-M1-like ATMs (F4/80^+^CD11C^−^) (Supplementary Fig. 3c). Taken together, these results indicated that IR-61 preferentially accumulated in ATMs. The characteristics of IR-61 targeting ATMs involved its physico-chemical properties, the advantages of intraperitoneal injection, and the high phagocytic properties of macrophages (see Discussion below).

**Fig. 1:**
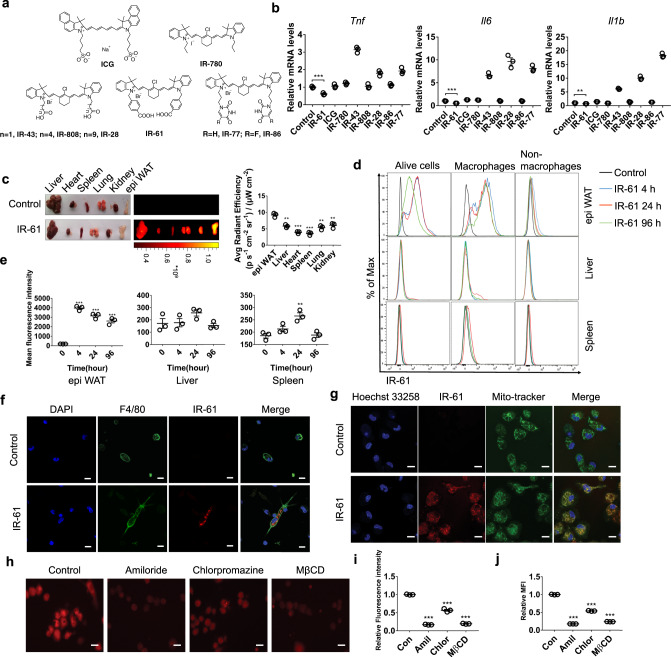
IR-61 targets ATMs and locates to macrophage mitochondria. **a** Chemical structures of ICG, IR-780, IR-43, IR-808, IR-28, IR-77, IR-86, and IR-61. **b** BMDMs were treated with different small molecules for 24 h and the gene expression of pro-inflammatory molecules was determined by qPCR. **c** Mice organs were imaged using an NIR imaging system at 24 h after intraperitoneally administered IR-61 at 2 mg kg^−1^. Average radiant efficiency was shown. **d** IR-61 level stain in total alive cells, macrophages and nonmacrophage immune cells isolated from epi WAT, liver, and spleen was determined by flow cytometry. **e** In vivo uptake of IR-61 by the macrophages was measured by mean fluorescence intensity using flow cytometry. **f** Confocal microscopy shows F4/80 (green) and IR-61 (red) in isolated SVFs from epi WAT of mice 24 h after being intraperitoneally injected with IR-61. Nuclei were stained with DAPI (blue). Representative images are displayed (scale bars, 10 μm). **g** Colocalization of IR-61 with Mito-Tracker Green in PMs imaged with a confocal microscope. Nuclei were stained with Hoechst 33258 (scale bars, 10 μm). **h** PMs were pretreated with 50 μM amiloride, 12.5 μM chlorpromazine or 7.5 mM MβCD for 1 h and then incubated with 10 μM IR-61 for 30 min prior to observation with the NIR fluorescence microscope (scale bars, 10 μm). **i** Fluorescence intensities of the samples are presented as in (**h**). **j** Mean fluorescence intensities (MFI) of PMs with the same treatment method for sample shown in (**h**) were determined by flow cytometry. Data are representative of three independent experiments. Results are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 3; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

To confirm the subcellular localization of IR-61, we stained macrophages with mitochondria-specific fluorescence probes (Mito-Tracker Green) and found that IR-61 exclusively accumulated in the mitochondria of (Fig. 1g). Lipophilic cationic property of NIR fluorescent dye is necessary for targeting mitochondria, which explains mitochondria-preferential accumulation of IR-61^32–34^. Concurrently, we confirmed that IR-61 was distributed particularly in the mitochondria of ATMs (Supplementary Fig. 3d). Multiple pathways mediated the internalization of these particles and include phagocytosis, micropinocytosis, and clathrin-mediated and caveolae-mediated endocytosis. To determine the specific endocytotic pathway involved in IR-61 internalization, we performed a series of IR-61 uptake assays in the presence of biochemical inhibitors to block specific pathways. We found that macrophages pretreated with amiloride (Amil, micropinocytosis inhibitor), chlorpromazine (Chlor, clathrin-mediated endocytosis inhibitor), and methyl-β-cyclodextrin (MβCD, caveolae-mediated endocytosis inhibitor) all inhibited IR-61 uptake (Fig. 1h–j). These results indicated that IR-61 was internalized via macropinocytosis and clathrin-dependent or caveolae-dependent pathways.

### IR-61 suppresses M1 macrophage activation through mitochondria

To investigate the role of IR-61 in macrophage activation, we treated RAW264.7 cells with IR-61 and performed gene microarray analysis. 

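RAW264.7 is an established mouse macrophage cell line, and the gene microarray measured 1 culture treated with vehicle control and 1 culture treated with IR-61, both for 24 h. The dose of 10 μM is the one given in the legend of Fig. 2a. RNA of each culture was hybridized to its own single-colour Agilent mouse array, and both arrays lay on the same slide and were read in the same scan, so slide and scan did not differ between the conditions. With 1 array per condition there is no replicate error between cultures, no test between the conditions was run and no p-value is given. Each array held 44397 spots, of which 43020 were not controls and belonged to 39429 probes. The authors deposited the intensity of every spot after background subtraction and detrending by the Agilent software, without scaling between the arrays, together with a table of log2 values. Both columns of that table had the same quartiles, as quantile normalization gives, and they followed the log2 intensities of their arrays with a Pearson r across probes of 0.9995 for vehicle and 0.9988 for IR-61.
For the values given here, the log2 intensity of each probe was reduced by the 75th percentile of its array, which was 10.30 for vehicle and 10.79 for IR-61. The IR-61 array was thus brighter as a whole, and changes are relative to this overall level. Spots with an outlier flag, 124 on the vehicle array and 139 on the IR-61 array, were left out, and no spot was saturated. On the vehicle array 30584 probes were well above background and on the IR-61 array 32017. The files list probes by accession numbers without gene names, and 27234 probes were named through a table of RefSeq accessions. A gene with several probes takes the value of its brightest probe, and a difference is IR-61 minus vehicle. Where a probe was not well above background on 1 of the arrays, its dim side was set to the higher of its own signal and the lowest signal among the probes well above background on that array, and only a bound is given. The only error that can be measured is that between spots of the same probe on 1 array, from the 399 probes printed 10 times. For those well above background, the SD between spots was 0.070 on the log2 scale for vehicle and 0.063 for IR-61 above a log2 intensity of 10. It was 0.178 and 0.144 between 6 and 10, and 0.347 and 0.296 under 6.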

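On the 2 arrays, the genes *Tnf*, *Il1b*, *Cxcl1*, *Cxcl2*, *Cxcl3*, *Cd14*, *Cd69*, *Tlr2* and *Tlr11* were each read by 1 probe that was well above background with vehicle and with IR-61. All 9 were lower in the IR-61-treated cells, and 8 of the 9 by 2-fold or more. Without scaling between the arrays 6 passed this limit, with *Cxcl1*, *Cxcl3* and *Cd14* at −0.91, −0.81 and −0.49, and all 9 passed it with scaling by the median, the 75th percentile over detected probes, quantile normalization, loess or the deposited log2 values. The largest fall was that of *Il1b*, with a log2 difference of −3.78, equal to a 13.7-fold lower signal. *Tnf* had a log2 difference of −3.24 and was 9.46-fold lower, and *Tlr2* had a log2 difference of −2.40 and was 5.30-fold lower. These 3 genes belong to the probes printed 10 times, and every spot used of the IR-61 array lay below every spot used of the vehicle array. The mean ± SD between spots of the scaled log2 signal of *Tnf* was 0.57 ± 0.05 with vehicle and −2.67 ± 0.07 with IR-61 (10 spots each). For *Il1b* it was 1.68 ± 0.06 and −2.09 ± 0.05 (8 spots each), and for *Tlr2* 4.58 ± 0.05 and 2.17 ± 0.07 (10 spots each). Among the chemokines, *Cxcl2* had a log2 difference of −3.13, *Cxcl1* of −1.39 and *Cxcl3* of −1.29, equal to 8.75-fold, 2.63-fold and 2.45-fold lower signals. *Cd69* was 6.68-fold lower, with a log2 difference of −2.74. *Tlr11* was 5.46-fold lower, with a log2 difference of −2.45, but its signal with IR-61 was 24.6, against a lowest signal of 15.0 among the probes well above background on that array. *Cd14* changed least, with a log2 difference of −0.98 and a 1.97-fold lower signal. Each difference was larger than the SD expected from the spread between spots, which was 0.094 for *Cd14*, 0.229 for *Cxcl3* and 0.345 for *Tlr11*. This spread does not include the difference between cultures. The largest single move was that of *Tlr11*, to a log2 difference of −1.20 with normexp background correction, a setting chosen after seeing the data. All 9 genes were lower under each of the settings tried.

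**Figure D1:**
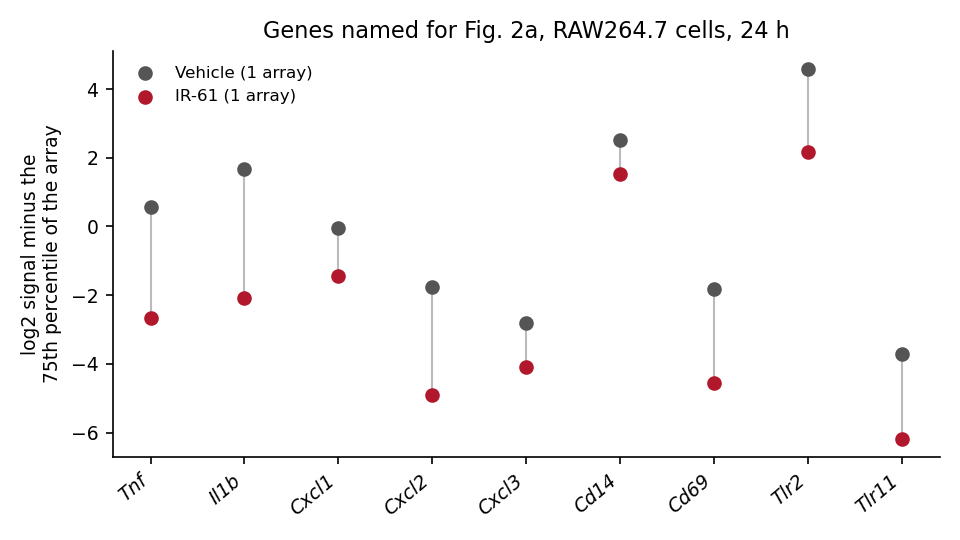
Scaled log2 signal (log2 intensity minus the 75th percentile of the array) of the 9 genes with vehicle (grey points) and IR-61 (red points), 1 array each, in RAW264.7 cells after 24 h. Every red point lies below its grey point, with a log2 difference from −0.98 for *Cd14* to −3.78 for *Il1b*.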

We demonstrated that IR-61 reduced the expression of several pro-inflammatory factors, including cytokines (*Tnf* and *Il1b*), chemokines (*Cxcl1, Cxcl2* and *Cxcl3*), and cell surface receptors (*Cd14, Cd69, Tlr2* and *Tlr11*) (Fig. 2a). The inhibitory effect of IR-61 on the pro-inflammatory genes described above was also demonstrated by quantitative RT-PCR in Fig. 2b. We next explored whether IR-61 affected M1 activation. Our results showed that IR-61 reduced LPS-induced mRNA and protein secretion of pro-inflammatory cytokines including *Tnf, Il6*, and *Il1b* in macrophages (Fig. 2c, d). We also determined the effect of IR-61 on IL-4-induced M2 activation. The result showed that IR-61 induced the expression of a panel of signature genes: *Arg1, Mrc1, Fizz1*, and *Ym1*, which indicated that IR-61 promoted M2 activation of macrophages (Supplementary Fig. 4a). Moreover, IR-61 did not induce cytotoxicity or cell apoptosis/necrosis at any concentration tested, which excluded cell death as an explanation for the effects observed on inflammatory-related gene expression (Supplementary Fig. 4b). Further, we found that IR-61 treatment reduced LPS-stimulated phosphorylation of p65 and JNK (Fig. 2e). Taken together, these data suggested that IR-61 suppressed the pro-inflammatory activation of macrophages.

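Over the whole array, 16885 genes were measured well above background with both vehicle and IR-61. Their log2 differences had a median of 0.10 and an SD of 0.44 across genes. Of these genes, 235 were lower by 2-fold or more with IR-61 and 337 were higher by 2-fold or more. Without replicate cultures these counts have no error rate. In simulated arrays with only the noise between spots, 157 unchanged genes passed the 2-fold limit, 136 of them with a log2 signal under 6, where the real arrays had 37 of the lower and 104 of the higher genes. Both simulated arrays took the spread of the vehicle array, which under 6 was 0.347, against 0.296 for IR-61. Their background flags were set without noise, so the simulated numbers can be too high. The higher genes outnumbered the lower only under some scalings, since with scaling by the median 295 genes were lower and 248 higher. Ordered from the largest fall, *Il1b* took rank 2 of the 16885 genes, *Tnf* rank 4 and *Cxcl2* rank 6. The 9 genes named for Fig. 2a had a median log2 difference of −2.45, and none of 10000 random lists of 9 genes matched on signal had a median as low, the middle 95% of them lying between −0.21 and 0.38. The place of these genes among random lists is a description of the same 2 arrays that the paper displays, and not independent evidence. A list of other NF-κB-responsive genes that are not in Fig. 2a, chosen by hand before the data were examined, had a median of −0.62 over 28 genes, below all 10000 random lists. Without scaling its median was −0.13, where the median of all measured genes was 0.59. This list was read from the same 2 arrays and is not independent evidence either. Random lists also do not allow for genes that move together. A list of 20 sterol synthesis genes, with a median of −0.28, lay below all 10000 random lists too. In the NF-κB list 22 genes were lower, led by *Icam1* with a log2 difference of −2.67, and 6 were higher, led by *Ccl3* with a log2 difference of 1.09. From the lower expression of pro-inflammatory genes in RAW264.7 cells, with the cytokine and phosphorylation data from bone marrow-derived macrophages, the paper proposes that IR-61 suppressed the pro-inflammatory activation of macrophages.

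**Figure D2:**
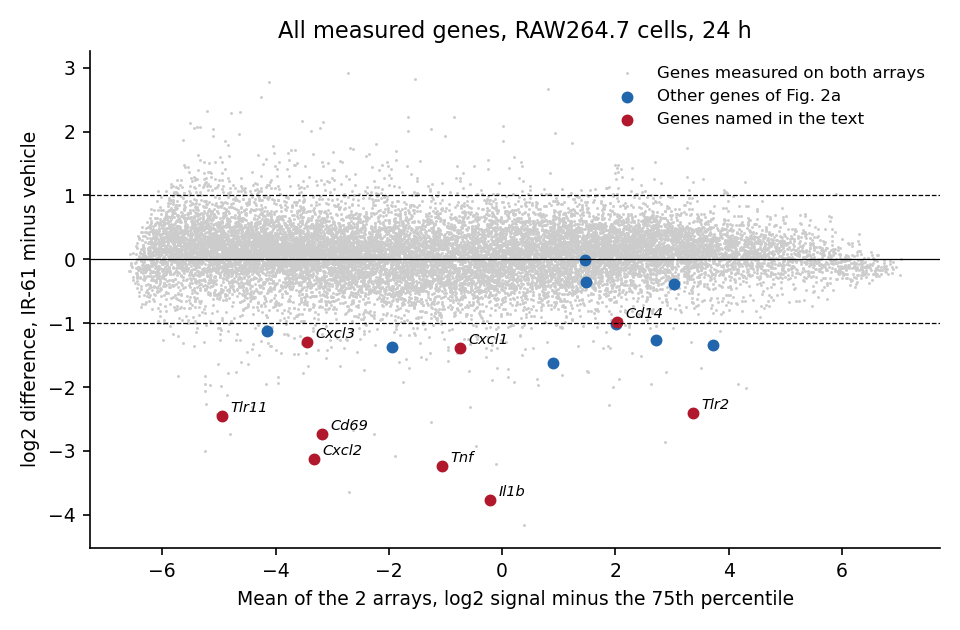
Log2 difference (IR-61 minus vehicle) against the mean scaled log2 signal of the 2 arrays for the 16885 genes measured on both arrays (light grey), with the genes named in the text (red) and the other measured genes of Fig. 2a (blue). Dashed lines mark 2-fold differences, and 8 of the 9 red points lie below the lower line, with *Cd14* at −0.98.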

**Fig. 2:**
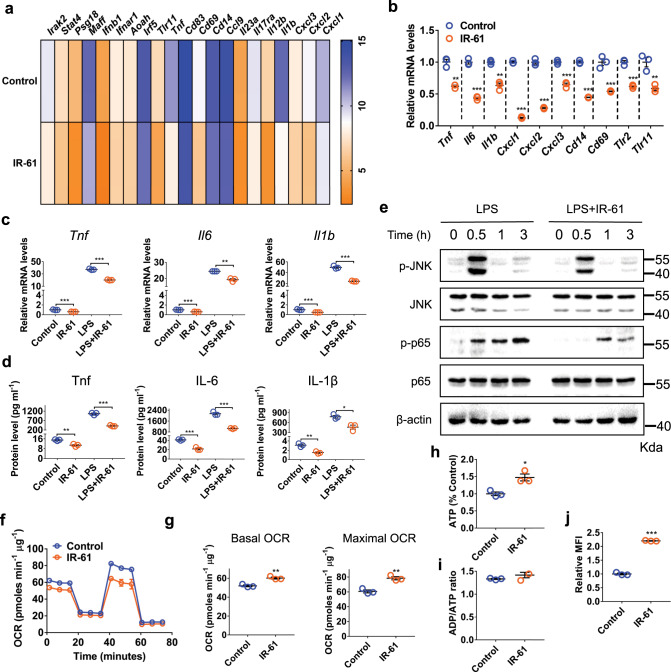
IR-61 suppresses M1 macrophage activation through mitochondria. **a** The RAW264.7 cell line was treated with an additional 10 μM IR-61 for 24 h, and then the gene microarray was analyzed. mRNA levels of pro-inflammatory molecules in IR-61-treated macrophages were presented as fold changes relative to those of untreated macrophages. **b** IR-61 reduced the gene expression of pro-inflammatory molecules as determined by qPCR. **c** IR-61 suppressed LPS-induced gene expression. BMDMs were treated with or without additional 10 μM IR-61 for 24 h, and then treated with or without 100 ng ml^-1^ LPS for another 24 h. **d** Cytokine secretion level was measured by ELISA in BMDMs treated as in (**c**). **e** BMDMs were treated with or without additional 10 μM IR-61 for 24 h prior to LPS (100 ng ml^-1^) treatment for 0.5, 1, or 3 h and then subjected to western blotting. β-actin was used as a loading control. **f, g** Oxygen consumption rates (OCR) and mitochondrial function of the BMDMs treated with IR-61 or vehicle control for 24 h. **h** ATP levels in BMDMs. **i** ADP/ATP ratio in BMDMs. **(j)** Mitochondrial membrane potential of BMDMs. Data are representative of three independent experiments. Results are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 3; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

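The heat map of Fig. 2a shows 21 genes, and for each of them the log2 values in the Source Data equal the deposited log2 values of 1 probe within their rounding. *Il12b* was named through this match, because its accession is not in the table used for names. *Tlr2* is not among the 21 genes. All 21 had a negative log2 difference with IR-61, with a median of −1.34, and 15 were lower by 2-fold or more. For the 4 genes with only a bound the sign was fixed, because a bound that came out as a rise gave no fold. The difference of *Ifnar1*, −0.01, lay within the SD of 0.094 expected from the spread between spots. Without scaling between the arrays *Il23a* and *Ifnb1* gave no fold, the median of the remaining 19 genes was −0.89 and 8 passed the 2-fold limit, the largest change among the settings tried. Among the genes of the heat map that the text does not name, *Maff* had a log2 difference of −1.63, *Il17ra* of −1.37, *Cd83* of −1.34, *Ccl9* of −1.26, *Stat4* of −1.12 and *Irf5* of −1.01. The differences of *Cd14*, *Irf5* and *Stat4* lie within 0.15 of the 2-fold limit on the log2 scale. For 4 genes the probe was not well above background with IR-61, and only bounds can be given: *Il12b* was at least 6.95-fold lower, *Psg18* at least 2.82-fold, *Il23a* at least 1.30-fold and *Ifnb1* at least 1.27-fold. With normexp background correction the log2 bounds of *Il12b* and *Psg18* were weaker, at −1.28 and −0.54 in place of −2.80 and −1.49. Those of *Il23a* and *Ifnb1* were −0.46 and −0.45 in place of −0.38 and −0.34. *Ifnb1* had a signal of 13.5 and *Il23a* of 13.9 with vehicle, close to the lowest signal of 12.8 among the probes well above background on that array. The bounds of *Il23a* and *Ifnb1*, −0.38 and −0.34, were smaller in size than the SD of 0.456 expected from the spread between spots. A fall of either gene is therefore not shown. For 3 genes the array holds several probes, and the probe in Fig. 2a was not the brightest. The brightest probe of *Irak2* had a log2 difference of −0.39 and the probe in Fig. 2a of −1.38. For *Aoah* these values were −0.36 and −1.09. For *Ifnar1* the brightest probe had a log2 difference of −0.01, close to no change, the remaining probe of −0.98 and the probe in Fig. 2a of −1.28. The vehicle signals of the brightest and the shown probe were 11920 and 482 for *Irak2*, 4011 and 147 for *Aoah*, and 3481 and 183 for *Ifnar1*. Without scaling, the brightest probes of *Irak2*, *Aoah* and *Ifnar1* were higher with IR-61, by 0.10, 0.13 and 0.48 on the log2 scale. With normexp background correction that of *Ifnar1* was higher by 0.06. With the probes shown in Fig. 2a, a setting chosen after seeing the data, 18 of the 21 genes were lower by 2-fold or more.

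**Figure D3:**
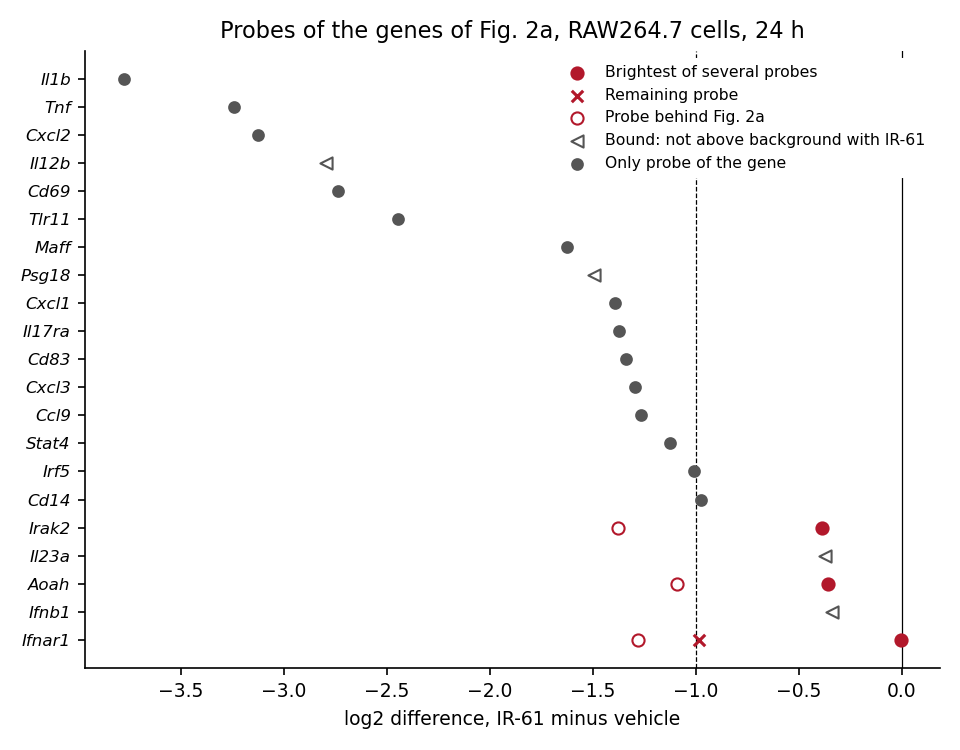
Log2 difference (IR-61 minus vehicle) of each probe of the 21 genes of Fig. 2a, 1 array per condition. Grey points are genes with 1 probe, triangles are bounds where the IR-61 signal was not well above background, and for the 3 genes with several probes filled red points are the brightest probe, open red points the probe behind Fig. 2a and the cross the remaining probe of *Ifnar1*. The dashed line marks a 2-fold lower signal, and the filled red points lie between −0.39 and −0.01.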

Considering the colocation of IR-61 with mitochondria and the regulatory effect of oxidative phosphorylation on macrophage activation, we speculated that IR-61 might modulate mitochondria-dependent macrophage activation. As expected, IR-61 treatment significantly increased the basal and maximal respiratory capacity of macrophages (Fig. 2f, g). Moreover, IR-61-treated cells generated more mitochondrial ATP and displayed higher mitochondrial membrane potential (Fig. 2h, j). The ADP/ATP ratio of IR-61-treated BMDMs was comparable to that of the vehicle control BMDMs (Fig. 2i). In addition, IR-61 had no interference in ATP assay and assessment of mitochondrial membrane potential (Supplementary Fig. 5a, b). Furthermore, we pretreated macrophages with carbonyl-cyanide-p-trifluoro-methoxy-phenylhydrazone (FCCP), a potent uncoupler of mitochondrial oxidative phosphorylation. We demonstrated that the IR-61-induced reduction in pro-inflammatory cytokine in macrophages was prevented by FCCP (Supplementary Fig. 6). These findings indicated that IR-61 prevented macrophage M1 activation depending on mitochondrial function.

### IR-61 regulates mitochondrial complex content and activity

We further explored the molecular mechanisms of IR-61 in potentiating mitochondrial oxidative phosphorylation. To analyze whether IR-61 increased mitochondrial biogenesis, we measured the mRNA levels of the biogenesis-related factors *Sirt1*, *Ppargc1a*, *Nrf1*, and *Tfam* in the macrophages. These data showed that the expression levels of these genes in IR-61-treated BMDMs were comparable to those of the vehicle control macrophages (Fig. 3a). Moreover, the IR-61 treatment did not affect mitochondrial mass significantly according to the results of staining with MitoTracker Green (Fig. 3b), and IR-61 did not interfere with MitoTracker Green (Supplementary Fig. 5c). The mitochondrial DNA of IR-61-treated macrophages had no significant change after normalizing to nuclear DNA compared with vehicle-treated macrophages (Fig. 3c). In addition, we also assessed citrate synthase activity and found that IR-61 had no effect on it (Fig. 3d). Therefore, mitochondrial biogenesis was not responsible for the IR-61-regulated mitochondrial function. Moreover, AMPK activity was not affected by IR-61 and we did not find any obvious change in the genes associated with fatty acid oxidation (Supplementary Fig. 7a, b). ATP production in mitochondria relies on the electron transport chain and oxidative phosphorylation. This process involves five multisubunit respiratory complexes (I–V). Therefore, we analyzed the transcription and protein levels of specific components of these mitochondrial complexes by qPCR and immunoblotting. We found that the mRNA and protein levels of Ndufb8 (complex I), Sdhb (complex II), Uqcrc2 (complex III), mt-Co1 (complex IV), and Atp5a1 (complex V) were markedly increased in response to IR-61 treatment (Supplementary Fig. 7c and Fig. 3e). Supercomplex assembly in macrophages was assessed by blue native polyacrylamide gel electrophoresis (BN-PAGE). These results showed that the overall content of supercomplex was increased after IR-61 treatment in BMDMs, as evidenced in immunoblots using an OXPHOS antibody cocktail (Fig. 3f). Further, we also demonstrated that IR-61 induced the activity of complex I and IV at 24, 48, and 72 h after IR-61 treatment (Fig. 3g). Altogether, these results indicated that IR-61 potentiated mitochondrial function by enhancing the content and activity of the mitochondrial complexes.

**Fig. 3:**
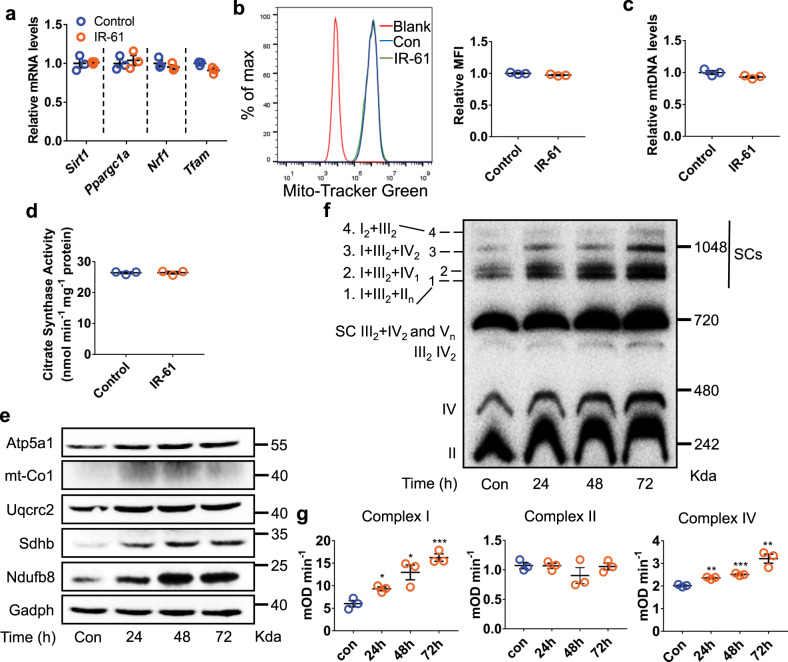
IR-61 regulates mitochondrial complex content and activity. **a** Relative mRNA levels of genes associated with mitochondrial biogenesis in the BMDMs. **b** BMDMs were treated with IR-61 or vehicle control for 24 h, and stained with MitoTracker Green, and then the mitochondrial content was determined by flow cytometry. **c** DNA levels of mitochondrial (mt) gene encoding cytochrome b, which were normalized to those of the nuclear gene Ppia in BMDMs treated with IR-61 or vehicle control for 24 h. **d** Citrate synthase activity of BMDMs treated with IR-61 or vehicle for 24 h. **e** Immunoblots of the respiratory chain subunits in the BMDMs treated with IR-61 for 24, 48, or 72 h. Gadph was used as the loading control. **f** BN-PAGE immunoblots of mitochondrial complex and supercomplex content in the BMDMs treated with IR-61 for 24, 48, or 72 h. The supercomplexes were visualized by antibodies against subunits of complex I (Ndufa9), complex II (Sdha), complex III (Uqcrc2), complex IV (Cox4a) and complex V (Atp5a1). **g** Complex I, II, and IV activity was measured by ELISA in the BMDMs treated with IR-61 for 24, 48, or 72 h. Activity is expressed as the change in absorbance per minute (mOD min^−1^) per 200 μg of cell lysate. Data are representative of three independent experiments. Results are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 3; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

### IR-61 stimulates mitochondrial function through ROS-Akt-Acly signaling

Next, we explored the upstream components that mediated the increased content and activity of mitochondrial complexes in IR-61-treated macrophages. We found that IR-61 promoted the phosphorylation of Akt and Acly (Fig. 4a). Since both Akt and Pka could regulate phosphorylation of Acly at S^455^, Akt inhibitor and Pka inhibitor were used to determine which kinase was involved in IR-61-induced phosphorylation of Acly. We found that IR-61 promoted phosphorylation of Acly at S^455^ through Akt (Supplementary Fig. 8a, b). Moreover, IR-61 transiently stimulated cytosolic and mitochondrial ROS levels (Fig. 4b, c) and 10 μM IR-61 make the mitoROS production reached its peak value in BMDMs (Supplementary Fig. 9a). In addition, IR-61 did not interfere with Mitosox and DCFH-DA (Supplementary Fig. 5d, e). ROS were responsible for IR-61 enhancement of Akt/Acly phosphorylation when anti-ROS agents, including N-acetyl-cysteine (NAC), SS-31, and MnTMPYP, were used to treat macrophages (Fig. 4d and Supplementary Fig. 9b, c). Consistently, IR-61 promoted Akt/Acly phosphorylation and provoked a transient increase of mitochondrial and cytosolic superoxide in ATMs (Supplementary Fig. 9d, e). Moreover, NAC, SS-31, and MnTMPYP treatment all abrogated the effect of IR-61 on promoting the phosphorylation of Akt and Acly in ATMs (Supplementary Fig. 9e–g). Considering the crucial role of Acly in regulating mitochondria complexes, we explored whether IR-61 depended on Acly to regulate mitochondrial function and inflammation in macrophages. To avoid the off-target effect of siRNA knockdown, we screened two efficient siRNAs to silence Acly expression and found that both siRNAs prevented IR-61 from promoting expression of the mitochondrial complexes (Fig. 4e, Supplementary Fig. 10a, b). Moreover, Acly silencing also abrogated the function of IR-61 increasing activity of the mitochondrial complexes (Fig. 4f). Consistently, we found that IR-61 increased mitochondrial complex content in ATMs, and Acly was responsible for IR-61 regulation of mitochondrial complex content when Acly inhibitor (BMS-303141) was used in vivo (Supplementary Fig. 10c). Moreover, the IR-61-stimulated oxygen consumption rate was diminished by Acly knockdown (Fig. 4g, h). Since Acly knockdown and BMS-303141 treatment reduced the content of mitochondrial complex in macrophages, we conducted Annexin/PI assay to determine whether the mitochondrial metabolism decline was due to Acly knockdown or BMS-303141 administration impairing cell viability significantly. As expected, neither of them impaired viability of macrophages significantly in the presence or absence of IR-61 (Supplementary Fig. 10d, e). Next, we measured the content of cardiolipin, a phospholipid regulated by Acly and was vital for the stability of mitochondrial complex^35–37^. IR-61 increased the content of mitochondrial cardiolipin and Acly knockdown abrogated the effect of IR-61 on cardiolipin (Supplementary Fig. 10f). Moreover, BMS-303141 suppressed cardiolipin production by inhibiting the activity of Acly in macrophages (Supplementary Fig. 10f). Furthermore, Acly downregulation by siRNA could rescue the inhibitory effect of IR-61 on the expression of pro-inflammatory cytokines in macrophages (Fig. 4i). Altogether, these results indicated that IR-61 enhanced the content and activity of the mitochondrial complexes through the ROS-Akt-Acly pathway and thus inhibited macrophage M1 activation.

**Fig. 4:**
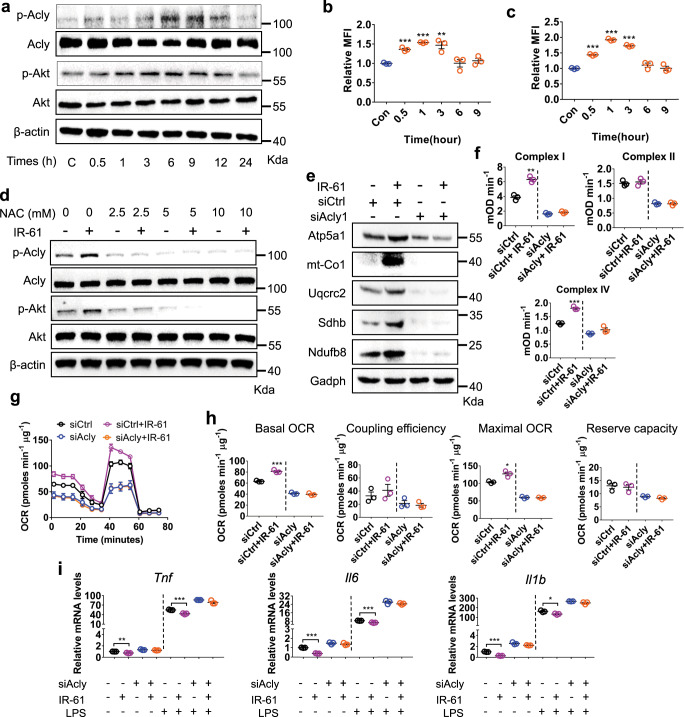
IR-61 stimulates mitochondrial function through ROS-Akt-Acly signaling. **a** Immunoblots of Acly, p-Acly, Akt, and p-Akt in whole-cell lysates from the IR-61-treated BMDMs for the indicated times. β-Actin was used as the loading control. **b** Mitochondrial superoxide variation at 0–9 h after IR-61 treatment (*n* = 3). **c** Intracellular ROS variation at 0–9 h after IR-61 treatment (*n* = 3). **d** Immunoblots of Acly, p-Acly, Akt, and p-Akt in whole-cell lysates from the BMDMs treated with the vehicle control, NAC (2.5, 5, and 10 mM), or IR-61 with or without NAC for 6 h. β-actin was used as the loading control. **e** Immunoblots of respiratory chain subunits in whole-cell lysates from the IR-61-treated BMDMs for 72 h after transfection with siRNA control (siCtrl) or Acly siRNA1 (siAcly1). Gadph was used as the loading control. **f** Complex I, II, and IV activity was measured by ELISA of the BMDMs treated with IR-61 for 72 h after transfection with siCtrl or siAcly. **g, h** OCR and mitochondrial function of the BMDMs treated with siCtrl or siAcly for 48 h and then treated with IR-61 or vehicle control for another 24 h. **i** Pro-inflammatory mRNA levels of the IR-61-treated BMDMs transfected with siCtrl or siAcly for 48 h, and then treated with LPS for another 24 h. Data are representative of three independent experiments. Results are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, *n* = 3; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

### IR-61 suppresses chronic inflammation in vivo

To determine whether IR-61 could modulate obesity-associated chronic inflammation, we fed age-matched C57BL/6 mice a normal chow diet (NCD) or a high-fat diet (HFD) and injected the mice with IR-61 or a vehicle control via concurrent intraperitoneal administration. These results showed that IR-61 significantly inhibited the expression of pro-inflammatory factors in visceral fat and liver as well as the levels of pro-inflammatory cytokines in plasma of obese mice, but not in lean mice (Fig. 5a–c). In the established obese mice, the expression of pro-inflammatory genes in adipose tissue, liver, and blood was also markedly reduced by IR-61 treatment (Fig. 5d–f). H&E staining of the adipose tissue showed that IR-61 treatment significantly reduced the size of the adipocytes (Fig. 5g). Quantification of adipocyte size revealed that in HFD-fed mice, IR-61 caused a greater frequency of small adipocytes and a lower frequency of middle to large adipocytes, resulting in a 30% reduction in area of epi WAT adipocytes (Fig. 5h, i). However, IR-61 had no effect on NCD-fed mice (Fig. 5h, i). Moreover, the crown-like structures and infiltration of macrophages into the adipose tissues that were induced by the HFD decreased markedly in the IR-61-treated mice (Fig. 5g, j). As our findings revealed that IR-61 regulated Acly-dependent macrophage activation in vitro, we further explored whether the IR-61-Acly axis was functional in ATM activation in vivo. We treated the HFD-induced obese mice with IR-61 and BMS-303141 via intraperitoneal administration. The dose of the inhibitor we used could effectively inhibit Acly phosphorylation in ATMs (Supplementary Fig. 11). Moreover, we demonstrated that the anti-inflammatory effect of IR-61 on visceral adipose tissues was abrogated by the Acly inhibitor (Fig. 5k).

**Fig. 5:**
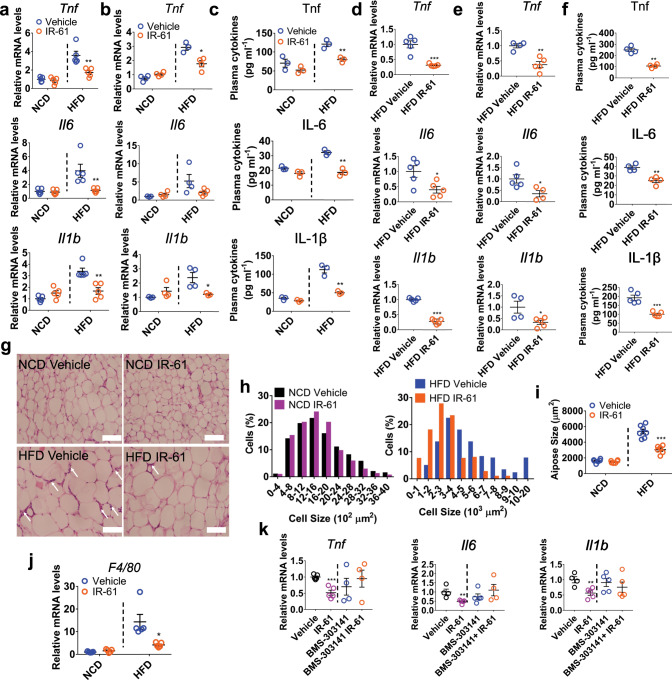
IR-61 suppresses chronic inflammation in vivo. **a–c** Relative mRNA levels of the inflammatory cytokines in the epi WAT (**a**) and liver (**b**), plasma concentrations of cytokines (**c**) of NCD-fed and HFD-fed mice treated preventatively with IR-61 or the vehicle control. **d**–**f** Relative mRNA levels of the inflammatory cytokines in epi WAT (**d**) and liver (**e**), plasma concentrations of the cytokines (**f**) of the mice with established obesity treated with IR-61 or vehicle control. **g** Representative images of H&E stained sections of VAT from NCD-fed or HFD-fed mice treated preventatively with IR-61 or vehicle control (Scale bars, 100 μm). White arrows show crown-like structures. **h, i** Adipocyte size distribution (left panel) and the average size of adipocytes (right panel) were assessed on H&E-stained slices in (**g**). **j** Relative mRNA levels of the macrophage marker in the epi WAT of NCD-fed and HFD-fed mice treated with IR-61 or vehicle control. **k** Relative mRNA levels of the inflammatory cytokines in epi WAT of the mice with established obesity treated with vehicle, IR-61, BMS-303141, and BMS-303141+IR-61. Sample sizes are (**a**) *n* = 5/5/5/5 mice, (**b**) *Tnf n* = 4/4/3/4 mice, *Il6 n* = 3/4/4/5 mice, *Il1b n* = 3/4/4/3 mice, (**c**) *n* = 3/3 mice, (**d**) *n* = 5/5 mice, (**e**) *Tnf n* = 4/5 mice, *Il6 n* = 5/4 mice, *Il1b n* = 4/5 mice, (**f**) Tnf *n* = 4/4 mice, IL-6 *n* = 4/4 mice, IL-1β *n* = 5/5 mice, (**g-i**) *n* = 6/6/7/6 mice, (**j**) *n* = 5/5/5/5 mice, (**k**) *Tnf n* = 5/5/4/4 mice, *Il6 n* = 4/5/5/4 mice, *Il1b n* = 4/5/5/5 mice. Data are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

### IR-61 triggers weight loss and improves insulin sensitivity in obese mice

Considering of the properties of IR-61 targeting ATMs and suppressing macrophage M1 activation, we speculated that IR-61 might regulate the progression of obesity and obesity-related diseases. To test this idea, we simultaneously monitored the body weight of mice fed a HFD or a NCD and treated with IR-61 or vehicle control. Interestingly, we found that IR-61 could prevent weight gain in mice fed a HFD (Fig. 6a). However, in the NCD-fed group, the body weight of the IR-61-treated mice was comparable to that of the vehicle control mice (Fig. 6a). In parallel, IR-61 could significantly reduce the weight of visceral fats in mice fed a HFD but not in those fed a NCD (Supplementary Fig. 12a, b). In the established obese mice, the IR-61 treatment could also reduce the weight of the whole mouse body and visceral fat (Fig. 6b and Supplementary Fig. 12c). Analytical microCT (μCT) imaging revealed a decrease in fat mass throughout the bodies of the IR-61-treated obese mice (Fig. 6c). Furthermore, IR-61 treatment reduced the levels of plasma triglyceride and cholesterol in the mice fed a HFD but not the mice fed a NCD (Supplementary Fig. 12d, e). In addition, IR-61 had no effect on the weight of fat-free organs in the mice fed with NCD, nor did it affect the weight of fat-free organs except liver in the mice fed a HFD (Supplementary Fig. 12a–c). More importantly, IR-61 treatment caused no pathological, blood routine and serum biochemical parameters abnormalities in NCD-fed mice, which indicated that IR-61 had conferred no obvious toxicity in the animals (Supplementary Figs. 13 and  14). As IR-61 had no effect on food intake and intestinal lipid absorption (Supplementary Fig. 15a, b), we speculated that weight loss was the result of enhanced energy expenditure. As expected, 2-week treatment of obese mice induced by 12-week HFD with IR-61 resulted in higher oxygen consumption rate (VO_2_), carbon dioxide production rate (VCO_2_), and heat production after normalization of body mass or adjustment for covariate body mass using regression-based analysis of covariance (ANCOVA) (Supplementary Fig. 16a–c). Considering lean and fat tissue expend energy at different rates^38^, the optimal analytical method for measuring metabolic rate of mice with difference in adiposity is adjusted for covariate lean mass and fat mass using ANCOVA^38,39^. As we did not collect lean and fat mass data, we further analyzed the metabolic data of each mouse without normalization to body mass to facilitate a comprehensive evaluation of the effect of IR-61 on energy expenditure as described in the published literature^40^ (Fig. 6d–f). Moreover, IR-61 had no effect on NCD-fed mice (Supplementary Fig. 16d–f) and we found no significant difference in total activity of both NCD-fed and HFD-fed mice (Supplementary Fig. 16g, h). In addition, energy expenditure and total activity of HFD-fed mice treated with IR-61 for 1 day were comparable to those of the vehicle control mice (Supplementary Fig. 17a–d), indicating that IR-61 had no direct effect on energy expenditure in obese mice. Since infiltration of pro-inflammatory M1 macrophages inhibits beige adipogenesis in obesity^41–43^, we asked whether IR-61 promoted the browning/beiging of WAT or enhanced brown adipose tissue (BAT) activity. Our results showed that IR-61 promoted Ucp1 expression of inguinal white adipose tissue (iWAT) in obese mice (Supplementary Fig. 17e). Moreover, IR-61-treated obese mice exhibited higher expression of brown/beige fat thermogenic genes in epi WAT, including *Ppargc1a*, *Ucp1*, *Prdm16*, *Cd137*, *Tbx1*, and *Cd40* (Supplementary Fig. 17f). But the genes associated with activity of BAT, including *Ppargc1a*, *Ucp1*, *Cox7a1*, *Cox8b*, *Cidea*, *Tfam*, and *Nrf1* were not affected by IR-61 (Supplementary Fig. 17g). Taken together, these results demonstrated that IR-61 reversed the inhibition of inflammation on beige adipogenesis, increased energy expenditure and prevented weight gain of HFD-fed mice.

**Fig. 6:**
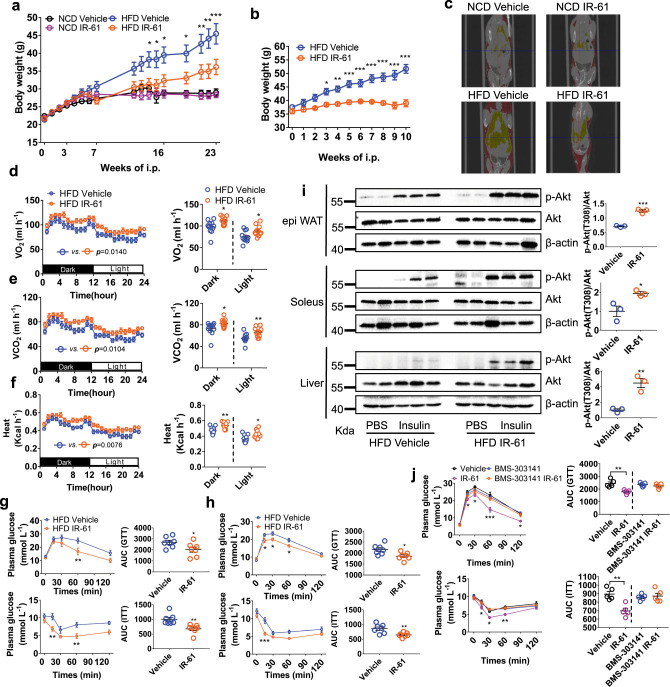
IR-61 triggers weight loss and improves insulin sensitivity in obese mice. **a** Body weight of mice on NCD or HFD concurrently treated with IR-61 or vehicle control. **b** Body weight of the mice with established obesity treated with IR-61 or vehicle control. **c** Fat distribution was detected by μCT. Yellow indicates visceral fat and red indicates subcutaneous fat. **d–f** VO_2_, VCO_2_, and heat production over a 24-h period of obese mice treated with IR-61 or vehicle control for 2 weeks were obtained by indirect calorimetry. The average VO_2_, VCO_2_, and heat production of each mouse represented as scatterplots. **g** GTT and ITT were performed in HFD-fed mice treated preventatively with IR-61 or vehicle control for 15 weeks. Area under the curve (AUC) was determined for each individual animal for GTT and ITT. **h** GTT and ITT on established obesity mice treated with IR-61 or vehicle control for 6 weeks. The AUC was determined for each individual animal for GTT and ITT. **i** Acute insulin signaling in the epi WAT, soleus and liver of mice on HFD. **j** GTT and ITT on the established obesity mice treated with vehicle, IR-61, BMS-303141, and BMS-303141+IR-61 for 2 weeks. The AUC was determined for each individual animal for GTT and ITT. Sample sizes are (**a**) *n* = 7/7/7/7 mice, (**b**) *n* = 7/7 mice, (**d**–**f**) *n* = 11/11 mice, (**g, h**) *n* = 7/7 mice, (**i**) representative western blot of *n* = 2 vehicle + PBS, *n* = 3 vehicle + insulin, *n* = 2 IR-61 + PBS, *n* = 3 IR-61 + insulin mice and quantification of p-Akt/Akt in *n* = 3 vehicle + insulin and IR-61 + insulin mice, (**j**) *n* = 5/5/5/5 mice. Data are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA with Bonferroni post hoc test; longitudinal data in panels (**a, b, d–h, j**)) or two-sided Student’s *t*-test (plot graphs in panels (**d–j**)). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

Obesity is often associated with insulin resistance. Therefore, we further assessed the regulatory effect of IR-61 on insulin sensitivity. For the glucose tolerance tests (GTT) and insulin tolerance tests (ITT), we observed that mice treated with IR-61 concurrently with a HFD or after obesity establishment had improved both glucose tolerance and insulin tolerance, which revealed that IR-61 treatment significantly improved insulin sensitivity in the obese mice (Fig. 6g, h). However, IR-61 treatment had no effect on glucose tolerance in NCD-fed mice (Supplementary Fig. 18a, b). Finally, we examined acute insulin signal in mice on a HFD. We demonstrated that insulin-stimulated Akt (Thr308) phosphorylation was increased by 1.7-fold, 1.9-fold, and 4.5-fold in epi WAT, soleus, and liver, respectively, in the IR-61-treated mice (Fig. 6i). In summary, we found that IR-61 treatment could enhance insulin signal transduction and alleviate insulin resistance in the obese mice. Finally, we showed that the effect of IR-61 on improved insulin resistance was reversed when Acly was inhibited in vivo by BMS-330241 (Fig. 6j).

### IR-61 inhibits inflammation prior to body weight change

In order to determine whether the reduction in systemic and local inflammation was in causative relation with IR-61 treatment or whether it was merely a result of weight loss, we characterized HFD-fed mice at 2 weeks after IR-61 treatment, when there was no difference in body weight (Fig. 7a). At this time, IR-61-treated obese mice showed a significant reduction in the expression of pro-inflammatory factors in visceral fat and liver as well as the levels of pro-inflammatory cytokines in plasma (Fig. 7b–d). Inflammation can directly cause insulin resistance^44,45^. To illuminate whether the improved insulin sensitivity observed in IR-61-treated obese mice was linked to the direct anti-inflammatory effect of IR-61 in vivo, or the reduction of inflammation caused by weight loss, we performed GTT/ITT prior to body weight change. We found that short-time treatment of IR-61 increased insulin sensitivity in obese mice, but not in lean mice (Fig. 7e, f). Together, these experiments indicated that IR-61 treatment alleviated HFD-induced tissue inflammation and insulin resistance prior to weight change, implying the effects observed after IR-61 treatment were of primary cause and not secondary to the weight loss.

**Fig. 7:**
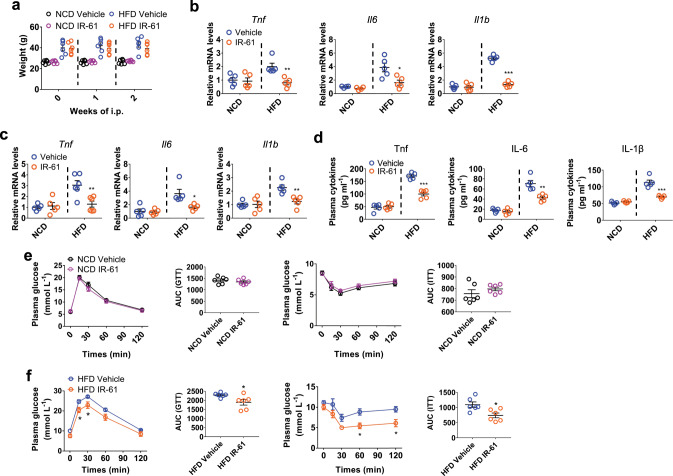
IR-61 inhibits inflammation before body weight differences occur. Mice were fed with HFD for 12 weeks to induce obesity. **a** Body weight of mice on NCD or HFD concurrently treated with IR-61 or vehicle control. **b, c** Expression of the inflammatory cytokines in the epi WAT and liver of NCD-fed and HFD-fed mice treated with IR-61 or the vehicle control. **d** Plasma concentrations of cytokines in NCD-fed or HFD-fed mice treated preventatively with IR-61 or vehicle control. **e, f** GTT and ITT on NCD-fed or HFD-fed mice treated with IR-61 or vehicle control for 2 weeks. The AUC was determined for each individual animal for GTT and ITT. Sample sizes are (**a**) *n* = 6/6/6/6 mice, (**b**) *Tnf n* = 5/5/5/5 mice, *Il6 n* = 4/4/5/5 mice, *Il1b n* = 5/5/5/5 mice, (**c**) *Tnf n* = 5/5/6/6 mice, *Il6 n* = 5/5/5/5 mice, *Il1b n* = 5/5/5/5 mice, (**d**) *n* = 5/5/5/5 mice, (**e**) GTT *n* = 6/6 mice, ITT *n* = 6/6 mice, (**f**) GTT *n* = 6/6 mice, ITT *n* = 6/6 mice. Results are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001; two-way ANOVA with Bonferroni post hoc test (longitudinal data in panels (**e, f**)) and two-sided Student’s *t*-test (plot graphs in panels (**a–f**))). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

### IR-61 treatment reverses hepatic steatosis in mice

It is known that obesity is often accompanied by hepatic steatosis. Therefore, we treated the established obese mice with IR-61 or vehicle control for 10 weeks and then examined liver pathology. The hepatomegaly observed in the HFD-fed mice was not apparent in the IR-61-treated group, and the liver weight was reduced by approximately 30% (Fig. 8a, b). Moreover, H&E staining revealed that severe lipid deposition in the liver of HFD-fed mice was markedly alleviated by IR-61 (Fig. 8c). The triglyceride and cholesterol content in the liver was more than 40% lower in the IR-61-treated mice than in the control mice (Fig. 8d). Compared to control mice, the IR-61-treated mice had concurrently lower expression of several lipogenic genes, including *Pparg*, *Fas*, and *Srebf1*, as well as higher expression of lipolysis genes, including *Mcad*, *Hsl*, and *Atgl* (Fig. 8e). Therefore, IR-61 treatment reversed obesity-induced hepatic steatosis in the mice.

**Fig. 8:**
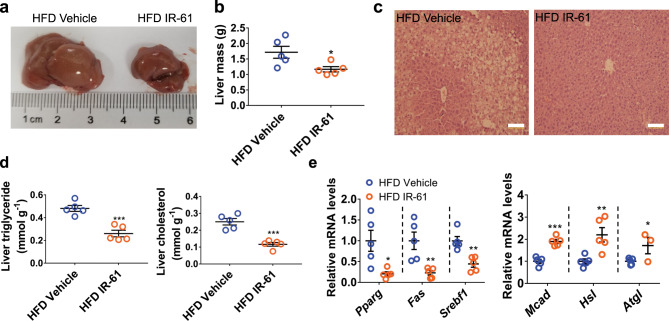
IR-61 treatment reverses hepatic steatosis. **a** Representative microscopic pictures of the livers from the established obesity mice treated with IR-61 or vehicle control. **b** Total liver weight of the two groups of mice**. c** Representative images of H&E stained livers in the indicated groups (scale bars, 100 μm). **d** Liver triglyceride and cholesterol content of the two groups of mice. **e** mRNA abundance of lipid synthesis genes and lipolysis genes in the livers of mice in each treatment group. Sample sizes are (**b**) *n* = 5/5 mice, (**c**) *n* = 5/5 mice, (**d**) *n* = 5/5 mice, (**e**) *Mcad n* = 5/5 mice, *Hsl n* = 5/5 mice, *Atgl n* = 5/3 mice. Data are presented as the mean ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001; two-sided Student’s *t*-test). Exact *p*-values are given in the Source Data file. Source data are provided as a Source Data file.

## Discussion

Anti-inflammation is an important strategy in the treatment of obesity and obesity-related metabolic syndromes^46,47^. However, traditional anti-inflammatory agents have poor targeting ability and cause severe side effects^48^. ATMs have been considered as therapeutic targets for their crucial role in obesity-related inflammation and metabolic disorders, but are still limited by problems with traditional macrophage-targeting nanomedicines, such as high cost and instability^25,26,49^. Many studies have identified that complex changes in mitochondrial metabolism are characteristics and controllers of macrophage activation^50,51^. However, current metabolic regulatory agents have been limited by off-target effect, and no study has actually shown a direct link between the oxidative function of ATMs and the systemic inflammation and metabolic disorders due to the lack of an experimental oxidative function-related gene modification that can restrict ATMs^24,52^. Therefore, administration of multifunctional agents targeting ATMs while simultaneously enhancing oxidative phosphorylation would be of benefit for precise metabolite-targeting therapy. In the present study, we characterized a small-molecule dye, IR-61, which preferentially accumulates in ATMs via i.p. injection and suppresses local and systemic inflammation to treat obesity and obesity-related disorders. Mechanistic studies showed that IR-61 targets the mitochondria of ATMs and enhances oxidative phosphorylation by increasing the expression and activity of mitochondrial complexes, thereby preventing ATMs from diverting to the M1 pro-inflammatory phenotype under obesity.

The property of IR-61 targeting the oxidative phosphorylation of ATMs is the highlight in this study. The precise mechanism by which IR-61 targets ATMs might originate from the drug delivery route and its physico-chemical property. Peritoneal administration enables the direct physical delivery of the administered dose to visceral adipose tissue, and the fewer blood vessels and slow flow in adipose tissue are expected to cause the administered dose to stay longer in the visceral adipose tissue^53^. IR-61 is a small molecule with lipophilic cationic property and transmission electron microscopy (TEM) revealed that IR-61 formed self-assembly spherical nanoparticles with a diameter of 90 ± 5 nm in an aqueous solution (Supplementary Fig. 2a). One of the basic and special properties of many lipophilic agents is their bioaccumulation ability in adipose tissue^54^. Moreover, based on the current understanding of passive targeting of macrophages, physico-chemical properties of particles, such as shape, charge, and hydrophilic/lipophilic character, are closely related to its interactions and subsequent uptake with macrophages: (i) spherical particles are more efficiently internalized by macrophages compared with other geometric shapes^55–57^, (ii) positively charged particles exhibit higher targeting efficiency due to their superior interaction with negatively charged cell membranes^58,59^, and (iii) lipophilic particles were taken up more efficiency than particles with higher hydrophilicity^60,61^. Thus, IR-61 represents an ideal ATMs-targeting small molecule with intrinsic structure-inherent targeting properties.

Mitochondria generate ATP through the electron transport chain and ATP synthase, a multi-protein system organized by five multisubunit respiratory complexes (I–V) embedded within the inner membrane of mitochondria. Defects in any of the complexes impair mitochondrial function and trigger other biological functions in macrophages^62^. For example, mice deficient in NDUFS4, a subunit of complex I, exhibit diminished mitochondrial function and enhanced M1 polarization, indicating an important role for respiratory complexes in macrophage polarization^63^. Our current study also demonstrates that IR-61 regulates mitochondrial complex-dependent oxidative phosphorylation and subsequent macrophage activation. Acly is a cytosolic enzyme that is primarily responsible for catalyzing the reaction of mitochondria-derived citrate into oxaloacetate and acetyl-CoA^64^. Here, we demonstrate that IR-61 promotes phosphorylation of Acly through the ROS-Akt pathway, thereby potentiating macrophage oxidative phosphorylation by increasing the content and activity of mitochondrial complexes. The regulatory effect of Acly on mitochondrial function has also been demonstrated in skeletal muscle cells^35^. However, it should be noted that Acly knockdown reduces the content and activity of mitochondrial complexes, which implies that Acly may be not the direct requirement for the IR-61 function.

In summary, we have identified an anti-inflammatory small-molecule dye IR-61 which preferentially accumulates in the mitochondria of ATMs, suppresses macrophage activation, and prevents HFD-induced chronic inflammation, weight gain, and metabolic disorders. Mechanistic studies show that IR-61 enhances oxidative phosphorylation by activating ROS-Akt-Acly pathways, which mediate increasing expression and activity of the mitochondrial complexes in macrophages (Fig. 9). This multifunctional small-molecule agent holds great promise for further development of ATM-targeted therapeutic treatment and clinical applications.

**Fig. 9:**
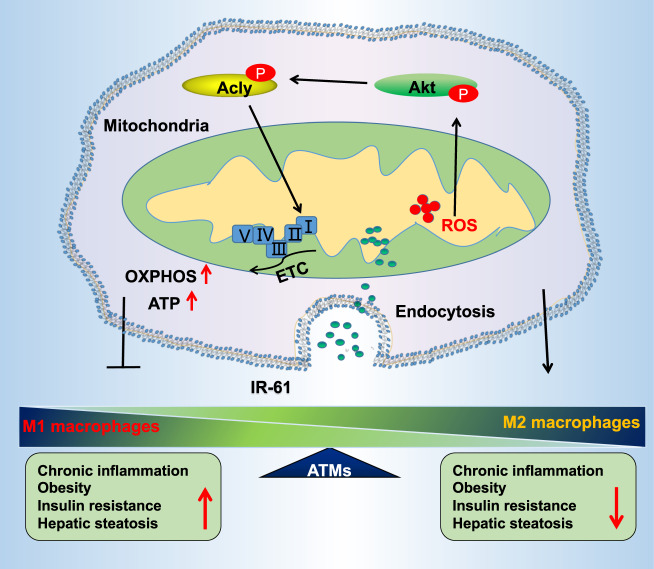
Summary of ATMs mitochondria-targeting IR-61. IR-61 selectively targets ATMs via the endocytosis pathway and preferentially accumulates in the mitochondria. IR-61 induces transiently increased mitochondrial ROS and promotes phosphorylation of Akt and Acly, which further potentiates mitochondrial oxidative phosphorylation by increasing the content and activity of the mitochondrial complexes to inhibit pro-inflammatory macrophage (M1) activation, and improve obesity and associated disorders, such as insulin resistance and hepatic steatosis.

## Methods

### Mice

C57BL/6J male mice were purchased from the Laboratory Animal Center of the Third Military Medical University. Mice were fed a normal chow diet (#1025, fat content 4% by calorie, HFKbio) or high-fat diet (D12492, fat content 60% by calorie, Research Diets) starting at 6 weeks of age for 10–24 weeks. IR-61 or BMS-303141(#SML0784, Sigma) was administered by intraperitoneal injection at 2 mg kg−1 body weight weekly. For the prevention groups, IR-61 was administered concurrently with the NCD or HFD feeding at 6 weeks of age. For the treatment groups, IR-61 was administered by i.p. injection starting at 18 weeks of age (after 12 weeks of HFD feeding). For the IR-61 + Acly inhibitor group, after receiving HFD for 8 weeks, mice were administered the treatment compounds for another 2 weeks. The environmental conditions in the mouse facility were: 12 h light and 12 h dark cycle, temperature range of 21–23 °C, humidity range of 40–50%, and free access to food and water. All animal use was approved by the Ethics Committee and performed in accordance with the Animal Care and Use Committee Guidelines of the Third Military Medical University.

### Indirect calorimetry

Oxygen consumption, carbon dioxide production, and heat production were obtained using the CLAMS (Columbus Instruments) open-circuit indirect calorimetry system. Animals were trained to acclimatize to the cages for at least 24 h before data acquisition and maintained in a 12-h light/dark cycle in individual chambers. Food and water were provided ad libitum. Flow rates of air is 0.5 L min^−1^ and cage size is 320 × 215 × 170 mm. Monitoring was for 24 h.

### Fat distribution and IR-61 biodistribution

Fat distribution in the NCD-fed and HFD-fed mice treated with IR-61 or a vehicle control for 10 weeks was detected by microCT. IR-61 was injected into mice (6 weeks of age, 2 mg kg^−1^) by intraperitoneal administration. After 24 h, mice were sacrificed, and epididymal adipose tissue, liver, spleen, heart, lung, and kidney were harvested for analysis ex vivo. NIR fluorescence images were captured using a Kodak In-Vivo FX Professional Imaging System equipped with fluorescence filter sets (excitation/emission 770/830 nm).

### IR-61 uptake by macrophages in mice

IR-61 was injected intraperitoneally into mice at 2 mg kg-1 body weight. After 24 h, mice were sacrificed and epi WAT, liver and spleen were harvested for analysis ex vivo. Adipose tissue was incubated with collagenase I for 30 min at 37 °C to isolate the SVFs. After centrifugation at 300*g* for 5 min, SVF cells were separated. Then SVFs, splenocytes and liver cells were stained with anti-mouse CD45 (#103131, Biolegend; dilution: 1:200), anti-mouse F4/80 (#123131, Biolegend; dilution: 1:200) and anti-mouse CD11C (#117310, Biolegend; dilution: 1:200), and then analyzed using flow cytometry. Flow cytometry analysis was performed using the LSRFortessaTM cell analyzer (BD) and subsequent analysis was performed using FlowJo V10.1.

### Mitochondrial function assay

Analysis of macrophage mitochondrial oxygen consumption rates (OCRs) was performed under different treatments in 8-well plates by using a XFp Cell Mito Stress Test Kit (#103010-100, Seahorse) on an XFp Flux Analyzer. In brief, native BMDMs were seeded into XFp cell culture microplates (#103022-100, Seahorse) and subjected to different treatments. Then, cells were transferred to a CO_2_-free incubator and maintained at 37 °C for 1 h after adding a final volume of 175 μl buffer-free assay medium to each well. Following instrument calibration, the cells were transferred to the XFp Analyzer to record cellular oxygen consumption rates. Basal cellular OCRs were recorded without any inhibitors and uncouplers. For the mitochondrial stress test, ATP synthase was inhibited by adding 1 μM oligomycin, followed by 2 μM FCCP-induced mitochondrial uncoupling to achieve maximal OCRs. Finally, nonmitochondrial respiration was determined after injection of a rotenone/antimycin A (1 μM each) combination. Once the XF experiment was completed, cell proteins were extracted to determine the protein concentration for normalization and the OCR was displayed as pmol min^−1^ μg^−1^ protein.

### Analysis of mitochondrial complexes/supercomplexes

Mitochondrial complexes and supercomplexes were analyzed according to published protocol^65^. A total of 50 μg isolated mitochondria were solubilized with digitonin, and the digitonin/protein ratio was 8 g/g. Solubilized mitochondria were incubated on ice for 20 min and then the supernatant was loaded into 10-well 3–12% BN gels (#BN1001BOX, Invitrogen) in a SureLock Xcell tank (Invitrogen), run, and transferred. Total OXPHOS Blue Native WB Antibody Cocktail (#ab110412, abcam; dilution: 1:250) was used to detect CI-CV simultaneously.

### Measurements of Complex I, II, and IV activity

Measurements of complex I activity (Complex I Enzyme Activity Microplate Assay Kit, #ab109721, Abcam), complex II activity (Complex II Enzyme Activity Microplate Assay Kit, #ab109908, Abcam), and complex IV activity (Complex IV Enzyme Activity Microplate Assay Kit, #ab109911, Abcam) in macrophages were taken according to the manufacturer’s instructions. BMDMs were treated with IR-61 for 24, 48, and 72 h, then cells were harvested and loaded onto the plate for 3 h. Then 200 μl assay solution was added and optical density was measured in kinetic mode for indicated time. Activity is expressed as the change in absorbance per minute (mOD min^−1^) per 200 μg of cell lysate.

### PMs and BMDMs preparation

Then, 6–10 weeks old C57BL/6J male mice were injected intraperitoneally with 3 ml of 3% thioglycollate. Three days following injection, the peritoneal cavity was washed with PBS and centrifuged. The pellet was plated in DMEM medium containing 10% fetal bovine serum (FBS) and 1% streptomycin/penicillin. After 2 h culturing, the floating cells were washed with PBS for 3 times. The remaining attached cells were considered as PMs to conduct the experiment. Bone marrow cells were isolated from femur and tibia of mice. BMDMs were generated in DMEM medium containing 10% FBS and recombinant murine M-CSF (#315-02, Peprotech) at 37 °C/5% CO_2_ for 7 days. Then the macrophages were collected for the experiments.

### ATMs’ isolation

ATMs (F4/80^+^ cells) were isolated from SVF cells using magnetic immunoaffinity isolation with anti-F4/80 antibodies conjugated to magnetic beads. Cells were isolated using positive selection columns (MACS) prior to preparation of whole-cell lysates for western blots.

### Microscopy

Fixed SVF cells from mice intraperitoneally administered IR-61 for 24 h were incubated with rat anti-mouse F4/80 antibody (#123101, Biolegend; dilution: 1:200) overnight at 4 °C followed by goat anti-rat Alexafluor 488 secondary antibody (#A-11006, Invitrogen; dilution: 1:500). Nuclei were stained using DAPI. Cells were imaged using a confocal fluorescence microscope (Leica TCS SP5). For IR-61 subcellular localization, PMs were incubated with 10 μM IR-61 for 30 min and then stained with Mito-tracker Green (#C1048, Beyotime) for another 30 min. The nuclei were stained by Hoechst33258 for 5 min then imaged by a confocal fluorescence microscope (Leica TCS SP5).

### Histology and adipocyte size

For histopathology, tissues were fixed in 10% neutral formalin and then embedded in paraffin. Tissues were sectioned at 5-μm thickness and placed on the slides, deparaffinized and stained with H&E. Tissue images were captured by a microscope (Olympus BX51). We invited a histopathologist to evaluate the H&E sections carefully without knowing the sample grouping. The adipocyte area was measured using image J software (version 1.52). Almost 200 adipocytes were measured from each group.

### Internalization assay

PMs were seeded in 6-well plates at 3 × 10^6^ cells per well. For inhibition experiments, macrophages were preincubated with 50 μM amiloride, 12.5 μM chlorpromazine, and 7.5 mM MβCD for 30 min and then incubated with 10 μM IR-61 for another 30 min. Cells were then washed and treated with 1 mM EDTA for 5 min, gently harvested, and transferred to microcentrifuge tubes on ice. After washing for 3 times and resuspension in flow cytometry buffer, at least 10,000 cells per sample were analyzed using a BD LSRFortessa cell analyzer (BD Biosciences). For fluorescence microscopy analysis, the nuclei of PMs were stained using Hoechst33258 after treating as described above. Fluorescent images were captured by an NIR fluorescent microscope (Leica, excitation/emission: 770/830). The mean fluorescent intensity was assessed using the Leica LAS AF Lite software. For flow cytometric analysis of IR-61 uptake in macrophages with different activation state, PMs were seeded in 6-well plates (3 × 10^6^ cells per well) and then added 100 ng ml^−1^ LPS (#L8880, Solarbio) or 20 ng ml^−1^ IL-4 (#96-214-14-5, Peprotech), respectively, for 24 h to induce M1 or M2 polarization. IR-61 was added and incubated with cells for another 2 h, then macrophages were harvested and analyzed using a BD LSRFortessaTM cell analyzer (BD Biosciences).

### Gene microarray

RAW264.7 cells were treated with vehicle control or IR-61 for 24 h and then RNA was extracted using Trizol reagent (#15596018, Invitrogen), RNA quantification and quality assurance were checked by NanoDrop ND-1000 (Thermo). Then the RNA was labeled and hybridized, placed on the slide. The slide was washed and scanned with Agilent Microarray Scanner (Agilent p/n G2565BA) and data were extracted using Agilent Feature Extraction Software (version 10.5.1.1). The expression of key genes involved in macrophage pro-inflammatory activation were displayed in a heat map. Original data of the sequencing were deposited in GEO under the accession codes GSE130718.

### Quantitative real-time reverse transcript PCR

After total RNA was extracted, cDNA synthesis was carried out with RevertAid First Strand cDNA Synthesis Kit (#K1622, Invitrogen) according to manufacturer’s instructions. Real-time PCR was performed using a SYBR green qPCR master mix (Takara). The relative expression of the selected genes was measured using CFX Connect Real-Time System (Biorad). The premiers for the qRT-PCR are listed in Supplementary Table 1.

### Enzyme-linked immunosorbent assay

The concentrations of mice inflammatory cytokines, TNF, IL-6, and IL-1β, from the cultured macrophage supernatant or mice plasma samples were directly quantified by TNF (#CSB-E04741m), IL-6 (#CSB-E04639m), IL-1β (#CSB-E08054m) ELISA kits from CUSABIO. BMDMs were treated with 10 μM IR-61 or vehicle control for 24 h prior to treatment with 100 ng ml^−1^ LPS for 24 h, and then collected the medium and subjected to ELISA according to the manufacturer’s instructions. For measurement of mice plasma samples, whole blood in mice were stood for 2 h at room temperature before centrifuge at 1500 rpm for 20 min and then the supernatants were subjected to ELISA according to the manufacturer’s instructions.

### Western blot analysis

Tissues and cell proteins were extracted with a cell lysis buffer for western and IP (Beyotime) added with 1× Cocktails 1, 2, and 3 containing protease and phosphatase inhibitors (Sigma). The concentrations were determined using a BCA kit (Beyotime). The extracted proteins were separated by 10% or 12% SDS-polyacrylamide gel electrophoresis (SDS-PAGE), and then transfered to a polyvinylidene difluoride membrane. The membrane was blocked with blocking buffer and incubated with a primary antibody [Anti-AKT (#4685, Cell Signaling; dilution: 1:1000), Anti-Phospho-AKT (Thr308) (#2965, Cell Signaling; dilution: 1:1000), Anti-NF-ĸb p65 (#8242, Cell Signaling; dilution: 1:1000), Anti-Phospho-p65 (#3033, Cell Signaling; dilution: 1:1000), Anti-SAPK/JNK (#9252, Cell Signaling; dilution: 1:1000), Anti-Phospho-SAPK/JNK (Thr183/Tyr185) (#4668, Cell Signaling; dilution: 1:1000), Anti-total OXPHOS cocktail (#ab110413, Abcam; dilution: 1:200), Anti-ATP citrate lyase (#ab40793, Abcam; dilution: 1:1000), Anti-Phospho-ATP citrate lyase (Ser455) (#4331, Cell Signaling; dilution: 1:1000), Anti-AMPK (#5831, Cell Signaling; dilution: 1:1000), Anti-Phospho-AMPK (#2535, Cell Signaling; dilution: 1:1000), Anti-ACC (#3676, Cell Signaling; dilution: 1:1000), Anti-Phospho-ACC (#11818, Cell Signaling; dilution: 1:1000), Anti-UCP1 (#23673-1-AP, Proteintech; dilution: 1:1000), Anti-β-Actin (#AF0003, Beyotime; dilution: 1:2000), Anti-GADPH (#1E6D9, Proteintech; dilution: 1:1000)] at 4 °C overnight. Horseradish peroxidase-conjugated secondary antibodies (Beyotime) were applied for 1 h at room temperature. The membrane was incubated with Enhanced Chemiluminescence Substrate for 1 min and the signals were captured using an enhanced chemiluminescence detection system (LabImage version 3.0 (BioRad)).

### GTT and ITT

For GTT, after a 12-h fast, basal blood glucose levels of mice in each group were measured by cutting tail veins. Then the mice were administered glucose solution at 1.5 g kg^−1^ body weight by intraperitoneal injection, and blood glucose levels were measured at 15, 30, 60, and 120 min after glucose injection. For ITT, after a 4-h fast, we measured the basal blood glucose of each group of mice. Then the mice were given an intraperitoneal injection of insulin (#P3376, Beyotime) (1.0 and 1.5 IU kg^−1^ body weight for NCD-fed and HFD-fed mice, respectively). The blood glucose levels were measured at 15, 30, 60, and 120 min after insulin administration.

### Acute tissue insulin signaling tests

For examination of insulin signaling in vivo, overnight-fasted mice on HFD for 15 weeks were anesthetized and injected with human insulin (0.5 U kg^−1^ body weight) or vehicle saline. Liver, soleus muscle, and epididymal fat were collected 5 min later, flash-frozen in liquid nitrogen and stored at −80 °C until further experiments to determine phosphorylation of Akt (Thr308), total Akt and β-actin by western blot.

### Measurements of lipids in liver and plasma

Almost 100 mg liver tissues were placed in 1.5 ml EP tubes containing 900 μl 100% ethanol, then pulverized mechanically in ice-water bath. The tube was centrifuged at 2500 rpm for 10 min and the supernatant was collected to lipid measurements. Manufacturer’s protocols were followed to measure the levels of triglycerides (Triglyceride assay kit, #A110-2, Nanjing Jiancheng) and total cholesterol (Total cholesterol assay kit, #A111-2, Nanjing Jiancheng) in lipid extracts and plasma samples.

### Fecal lipid analysis

Feces was collected daily, dried, and weighted. Then the dry fecal sample was added into the mixture of deionized water and concentrated hydrochloric acid, put in 80 °C water bath for 50 min and then mixed with anhydrous ethanol. This mixture was transferred into separating funnel after cooling, washed the fat attached to the opening of the separating funnel with ether several times, pluged and shaked for 30 s, made to stand for 15 min, and then sucked out the supernatant and put it into a flask at the constant weight. The flask was dried in an oven at 105 °C for 1 h and cooled in a desiccator, weighed after 20 min, and repeatedly dried and cooled to constant weight.

### Cytosolic and mitochondrial ROS

BMDMs were seeded in 6-well plates and treated with the fluorescent dyes DCFH-DA (#S0033, Beyotime) and MitoSOX Red (#M36008, Invitrogen) to measure the intracellular ROS and mitochondrial superoxide levels, respectively. Mito-Tracker Green was used to detect mitochondrial content. BMDMs were incubated with Mito-Tracker Green (#C1048, Beyotime) at 37 °C for 30 min and then analyzed by flow cytometry, using the Accuri C6 (BD) and subsequent analysis was performed using CFlow Plus.

### Mitochondrial content

BMDMs were incubated with Mito-Tracker Green (#C1048, Beyotime) at 37 °C for 30 min and then analyzed using flow cytometry. Mitochondrial DNA copy number was determined by real-time PCR using specific probes against CytB and Ppia.

### Mitochondrial membrane potential

BMDMs were treated with IR-61 (10 μM) or vehicle control for 24 h, then incubated with 100 nM Tetramethylrhodamine, methyl ester (TMRM) (#T668, Invitrogen) at 37 °C for 30 min, and analyzed using flow cytometry. Mitochondrial membrane potential was estimated by measuring the fluorescence intensity of TMRM.

### Citrate synthase activity

Citrate synthase activity was determined using a Citrate Synthase Activity Assay Kit (#ab239712, Abcam). BMDMs were treated with IR-61 (10 μM) or vehicle control for 24 h and then incubated with ice cold CS assay buffer for 10 min. After centrifugation at 10,000*g* for 5 min, the supernatant was collected and mixed with reaction buffer and then absorbance (OD412 nm) was measured immediately in kinetic mode at 25 °C for 40 min. Protein concentration was determined for normalization and the citrate synthase activity was displayed as nmol min^−1^ mg^−1^ protein.

### Cardiolipin assay

Cardiolipin of isolated mitochondria was determined using a Cardiolipin Assay Kit (#ab241036, Abcam). Control and Acly knockdown BMDMs treated with IR-61 in the absence or with BMS-303141, then mitochondria were isolated and suspended in CL assay buffer. After centrifugation at 10,000*g* for 5 min, the supernatant was collected and mixed with CL probe. The fluorescence at Ex/Em 340/480 nm was recorded after incubating at room temperature for 10 min. Protein concentration was determined for normalization and the mitochondrial cardiolipin content was displayed as nmol mg^−1^ protein.

### Apoptosis analysis

BMDMs were incubated with various concentrations of IR-61 for 72 h. Then apoptosis was detected by flow cytometry using an Annexin V/PI staining kit (BD Biosciences), according to the manufacturer’s instructions. The cells were harvested and washed, resuspended in 1× annexin-binding buffer, and incubated with annexin-V and PI for 15 min at room temperature in the dark. Cells were then analyzed using flow cytometry.

### Measurements of cellular ATP levels and ADP/ATP ratio

Cellular ATP levels were determined in macrophages by an ATP Assay Kit (#S0027, Beyotime) following manufacturer’s protocol. The value in IR-61-treated macrophages was normalized to that in vehicle control, which was defined as 100%. ADP/ATP ratio in macrophages was measured by an ADP/ATP Ratio Assay Kit (#ab65313, abcam). BMDMs were treated with IR-61 (10 μM) or vehicle control for 24 h, washed and harvested after mixing with nucleotide releasing buffer and incubated for 5 min at room temperature with gentle shaking. Then, 100 μl prepared reaction mix was added in control wells and the background luminescence was read (Data A), then 50 μl sample was added and after 2 min the luminescence was read (Data B). To measure ADP levels in the cells, the samples were read again (Data C), then added 10 µL of 1× ADP converting enzyme and read the samples again after approximately 2 min (Data D). ADP/ATP ratio = [Data D − Data C] / [Data B − Data A].

### siRNA transfection

siRNA targeted to mouse Acly and scramble-siRNA were purchased from GenePharma Biotechnology. BMDMs were transfected with siRNA using Lipofectamine 3000 (#L3000008, Invitrogen) in OptiMEM (#31985062, Gibco) according to the manufacturer’s protocol. After transfection, fresh medium was replaced for culture at 6 h, and other experiments were conducted 24 h later.

### Statistics

Statistical analyses were performed using statistical tools in GraphPad Prism 8.4.3. Data are expressed as the mean ± SEM. Statistical analyses were applied using two-sided Student’s *t*-test and two-way analysis of variance (ANOVA) with post hoc analysis to determine statistical significance (*p* < 0.05). When comparing VO_2_, VCO_2_, and heat production in IR-61-treated and vehicle-treated obese mice, adjustment was made for the covariate body weight using multiple linear regression analysis (ANCOVA), which were carried out in SPSS 26.0.0.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The authors declare that data supporting the findings of this study are available within the article and its Supplementary Information files, and from the authors upon reasonable request. Microarray data have been deposited in GEO under the accession code GSE130718. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Improvement of obesity-associated disorders by a small-molecule drug targeting mitochondria of adipose tissue macrophages
**Source:** Nat Commun. 2021 Jan 4;12:102. doi: 10.1038/s41467-020-20315-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Improvement of obesity-associated disorders by a small-molecule drug targeting mitochondria of adipose tissue macrophages**

**Wang *et al.***

## Supplementary note: Chemistry

### Synthetic procedures

#### 1. General Methods and Materials

All used reagents and solvents were purchased reagent grade or higher from commercial sources (Aladdin, Sigma-Aldrich, Thermo Fisher Scientific Inc., Merck KGaA, Acros Chemicals) and were used without further purification. Technical grade solvents were always distilled prior to use. Ultrapure water was produced using a Milli-Q Integral 5 system and used in all experiments. All reactions were conducted using oven dried glassware whereas reactions containing oxygen or water sensitive reagents were carried under argon atmosphere.

For reaction control, analytical thin-layer chromatography (TLC) was carried out on Merck silica-gel 60 F254 plates, using short wave UV light ( $\lambda=254$  nm and 366 nm). Flash chromatography was carried out using silica gel (300-400 mesh).

$^1\text{H}$  NMR,  $^{13}\text{C}$  NMR, spectra were recorded on a Bruker 400 MHz spectrometer at room temperature with  $\text{CDCl}_3$  or  $\text{DMSO}-d_6$  as solvents and referenced to the residual proton signal of the corresponding deuterated solvent ( $\text{CDCl}_3$ :  $\delta = 7.26$  ppm,  $\text{DMSO}-d_6$ :  $\delta = 2.50$  ppm). Chemical shifts are reported in parts per million (ppm). Tetramethylsilane (TMS) was used as the internal standard. High Resolution Mass Spectrometry (HRMS) was performed in a Bruker BioTOF IIIQ.

High resolution mass spectra were recorded using an *LTQ-FT Ultra* (Thermo Fisher Scientific Inc.) coupled with a Dionex UltiMate 3000 HPLC system and an ESI or APCI ion source.

#### 2. Synthesis

In this work, six NIR fluorescent heptamethine cyanine dyes (IR-43, IR-28, IR-77, IR-86, IR-808 and IR-61) were synthesized as shown in the following **Supplementary Figure 1**, and their side chains contained carboxy or hexagonal ring structures, respectively.

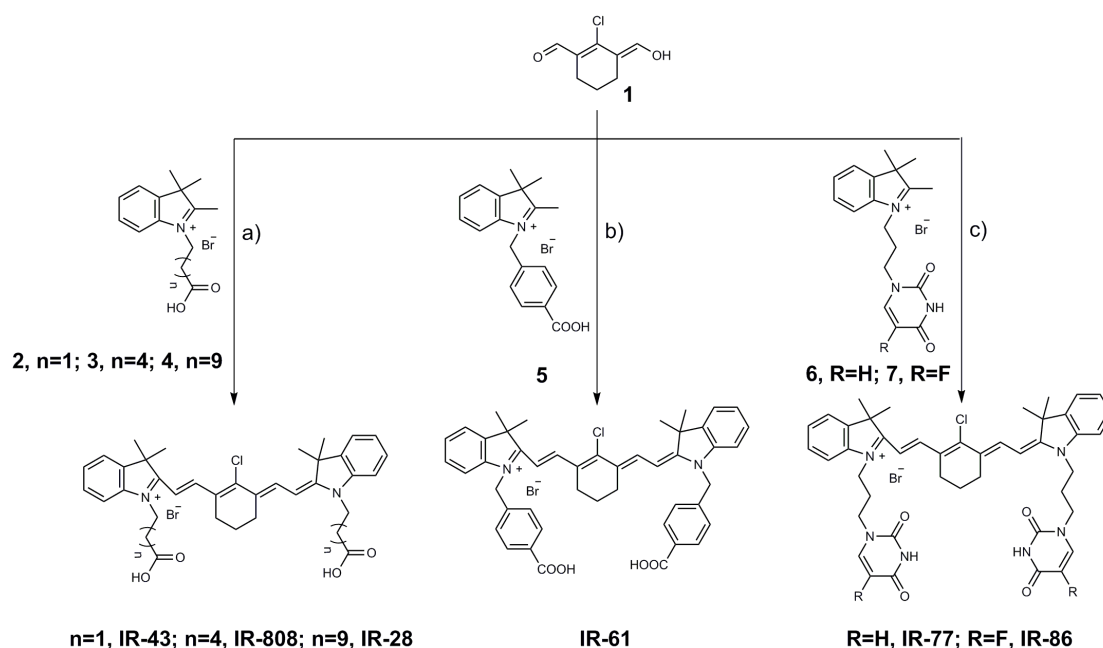

**Supplementary Figure 1.** The synthetic routes for preparing heptamethine cyanine dyes (IR-43, IR-28, IR-77, IR-86, IR-808 and IR-61). a) NaOAc, EtOH, 80 °C, 1-5 h; b) n-butyl alcohol/toluene (7/3, v/v), reflux, 4 h.

**2-chloro-3-(hydroxymethylene)cyclohex-1-ene-1-carbaldehyde(1).** **1** was synthesized according to our previously reported protocol. 40 mL DMF and 40 mL dichloromethane were added to the 250 mL reaction flask, the internal temperature was cooled to -5 °C in ice salt bath, 37 mL phosphorus oxychloride was slowly dripped with constant pressure drop funnel, and the internal temperature was controlled not more than 5 °C. Then 10 g cyclohexanone was dripped to make the internal temperature lower than 10 °C. After dripping, the temperature was heated to 80 °C and stirring reaction. After 3.5 h, stop the reaction and cool to room temperature, reduce pressure to remove dichloromethane, got brownish yellow oily viscous liquid. Then, slowly add this liquid to 200 g ice, and stir overnight at room temperature. Brinell funnel filter, filter cake with ice water washing 3 times to get yellow solid. The obtained solid was recrystallized with acetone, and the yellow crystal was 10.4 g with a yield of 59.8%. Melting point: 128-129 °C.

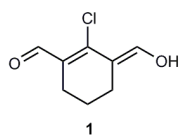

**1-(n-carboxyethyl)-2,3,3-trimethyl-3H-indol-1-ium bromide(2-4).** 2,2,3-trimethyl-3H-indolenine (30 mmol) and bromosubstituted compounds with short alkyl chains (30 mmol) were mixed in 1,2-dichlorobenzene (15 ml) and stirred at 110 °C under argon protection for 12 h. The reaction mixture was cooled to room temperature and added to acetone. The brown precipitate or oil was collected and washed with acetone. Indolenine quaternary ammonium salts **2-4** were afforded and straightforward used in this next reaction without further purification.

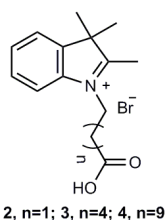

**1-(4-carboxybenzyl)-2,3,3-trimethyl-3H-indol-1-ium bromide(5).** 2,3,3-trimethyl-3H-indole (4.90 g, 0.031 mol) and 4-(bromomethyl)benzoic acid (6.70 g, 0.031 mol) was added to three-mouth flask(50 mL), and then o-dichlorobenzene(15 mL) was added to reaction in 110 °C for about 8 h. After that, the reaction liquid was cooled to room temperature, add isopropyl ether (30 mL), stir and mix well, and filter with reduced pressure. The filter cake was washed with 30 mL isopropyl ether, filtered under reduced pressure, and dried by vacuum at 40 °C to obtain purple red solid with yield of 109.1%. The product is directly used for the next reaction without purification.

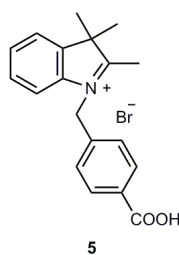

**1-(3-(5-hydro/fluoro-2,4-dioxo-3,4-dihydropyrimidin-1(2H)-yl)propyl)-2,3,3-trimethyl-3H-indol-1-ium bromide(6, 7).**

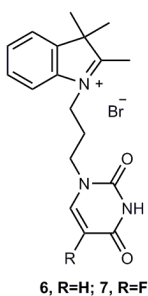

heated to dissolve in 1,1,1,3,3,3 -hexamethyldisilazane (48.0 mmol) under argon. Then chlorotrimethylsilane (250  $\mu$ L) was added and the solution was stirred for 4.5 h at 126  $^{\circ}$ C. The reaction mixture was cooled and the excess solvent was removed under reduced pressure to yield yellow green oil. This oil was immediately used to react with dried 1, 3-dibromoalkane (10 mL) under 105  $^{\circ}$ C for 3 h. The reaction mixture was cooled to the room temperature, and the dichloromethane was extracted as the organic phase from water, and the organic phase was dried with anhydrous sodium sulfate, filtered, and concentrated under reduced pressure to obtain the crude product. The crude product was then recrystallized from the ethyl acetate/petroleum ether system to give a pale yellow solid. A reaction mixture containing 2,3,3-trimethyl-3H indole (3.67 mmol), the above brominated substances (1.83 mmol) was reacted in 1,2-dichlorobenzene at 110  $^{\circ}$ C for 10 h. After the reaction, the reaction mixture was washed with acetone and recrystallized in isopropyl alcohol to obtain the quaternary ammonium salt of indolium. No further purification was required.

**1-(2/5/10-carboxyethyl)-2-((E)-2-((E)-3-(2-((E)-1-(2-carboxyethyl)-3,3-dimethylindolin-2-ylidene)ethylidene)-2-chlorocyclohex-1-en-1-yl)vinyl)-3,3-dimethyl-3H-indol-1-ium bromide(IR-34, IR-808 and IR-28).**

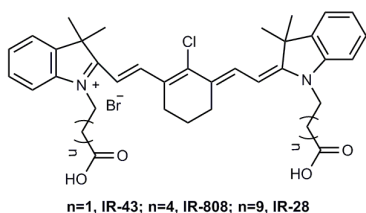

quaternary ammonium salt 2-4 (7.1 mmol), 1 (3.3 mmol), anhydrous sodium acetate (7.1 mmol) was mixed in anhydrous ethanol (15 ml) was shaken at 80  $^{\circ}$ C for 1-4 h. After completion of the reaction, the ethanol was evaporated under reduced pressure and the green residue was purified by flash chromatography to obtain pure green product.

**IR-43:**  $^1\text{H}$  NMR(400Hz, DMSO- $d_6$ )  $\delta$ : 12.60(s, 2H), 8.25(d, J=14.0Hz, 2H), 7.63(d,J=6.4Hz,2H), 7.46-7.40(m,4H), 7.30-7.26(m,2H), 6.43(d, J=14.0Hz,2H), 4.44(t, J=6.4Hz,4H), 2.81-2.72 (m,8H), 1.85(s,2H), 1.66(s,12H); HRMS[M-Br] $^{+}$ : calc. 599.2671, measured 599.2587.

**IR-808:**  $^1\text{H}$  NMR (400 MHz,  $\text{CDCl}_3$ )  $\delta$ : 1.557(m, 4H), 1.706(s, 12H), 1.766(m, 4H), 1.856(m, 4H), 2.008(s, 2H), 2.484 (s, 4H), 2.738(s, 4H), 4.120(t, 4H), 6.216(d, 2H), 7.169-7.413 (m, 8H), 8.325(d, 2H);  $^{13}\text{C}$  NMR(100 MHz, DMSO- $d_6$ )  $\delta$ : 174.223, 172.180, 171.925, 147.948, 147.930, 142.004, 141.021, 128.598, 126.156, 125.134, 122.478, 111.489, 101.573, 48.945, 43.629, 33.402, 27.434, 26.680, 25.788, 25.597, 24.123, 20.971, 20.339. HRMS[M-Br] $^{+}$ : calc. 683.3616, measured 683.3610.

**IR-28:**  $^1\text{H}$ NMR(400Hz, DMSO- $d_6$ ): 7.64(d, J=7.2Hz, 2H), 7.47-7.41(m, 4H), 7.29(t, J=7.6Hz, 2H), 1.67(s,12H), 6.33(d, J=14.4Hz, 2H), 8.26(d, J=14.4Hz, 2H); 2.71(s, 4H); 1.86(s, 2H); 4.22(t, J=6.4Hz, 4H); 1.73-1.71(m, 4H); 1.36-1.24(m, 20H); 1.46(t, J=6.4Hz,4H); 2.07(t, J=7.6Hz, 4H); 11.9(s, 2H); HRMS[M-Br] $^{+}$ : calc. 795.4698, measured 795.4768

**1-(4-carboxybenzyl)-2-((E)-2-((E)-3-(2-((E)-1-(4-carboxybenzyl)-3,3-dimethylindolin-2-ylidene)ethylidene)-2-chlorocyclohex-1-en-1-yl)vinyl)-3,3-dimethyl-3H-indol-1-ium bromide(IR-61).** Bisaldehyde **1** (0.57 g, 3.31 mmol), Compound **5** (2.55 g, 7.1 mmol), anhydrous sodium acetate (0.58 g, 7.1 mmol) and anhydrous ethanol were added to the 25 mL reaction flask. The reaction was heated for 1.5 h under 80 °C. After that, the reaction solution was cooled to room temperature, and the solvent was removed by vacuum concentration, and the residue was dissolved in 30 mL

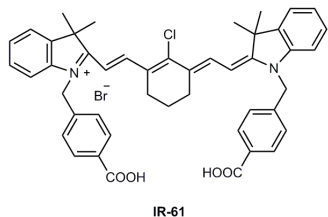

dichloromethane. Add deionized water (15 mL) was added to oscillate and mix, static, separate liquid to take dichloromethane phase, vacuum concentration and steam drying. The residue was dissolved with a small amount of dichloromethane, and isopropyl ether was slowly dripped into it at room temperature. A large number of solids were precipitated and attached to the bottle wall at room temperature. There were almost no products in the liquid detected by TLC, and the mixed solvent of dichloromethane and isopropyl ether was removed. Repeat this operation to get dark green products. Purity 99.3%; Melting point: 202-208 °C.

**IR-61:** <sup>1</sup>H NMR (400 Hz, DMSO)-d<sub>6</sub>) δ: 8.26 (d, J = 14.4 Hz, 2H), 7.94 (d, J = 8.0 Hz, 4H), 7.69 (d, J = 7.6 Hz, 2H), 7.40 (t, J = 7.2 Hz, 8H), 7.33–7.28 (m, 2H), 6.38 (d, J = 14.0 Hz, 2H), 5.63 (s, 4H), 2.53–2.50 (m, 4H), 1.73 (s, 14H); <sup>13</sup>C NMR (100 MHz, DMSO-d<sub>6</sub>) δ: 172.901, 167.239, 148.461, 143.525, 142.331, 140.939, 129.925, 129.664, 129.502, 128.749, 127.023, 126.575, 125.393, 111.638, 102.334, 99.592, 49.160, 48.591, 46.979, 45.218, 27.858, 27.604, 25.700, 19.904; HRMS [M-Br]<sup>+</sup>: calc. 723.2984, measured 723.2882.

**2-((E)-2-((E)-2-chloro-3-(2-((E)-1-(3-(5-fluoro-2,4-dioxo-3,4-dihydropyrimidin-1(2H)-yl)propyl)-3,3-dimethylindolin-2-ylidene)ethylidene)cyclohex-1-en-1-yl)vinyl)-1-(3-(5-hydro/fluoro-2,4-dioxo-3,4-dihydropyrimidin-1(2H)-yl)propyl)-3,3-dimethyl-3H-indol-1-ium bromide(IR-77, IR-86).** A reaction mixture containing

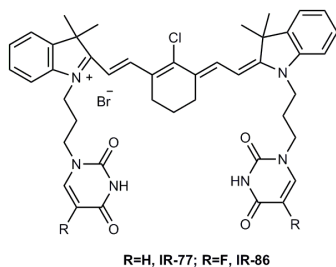

6 or 7 (0.71 mmol) and bisaldehyde **1** (0.31 mmol) in a refluxed solution of toluene and n-butyl alcohol (10 mL, 7:3) was allowed to react for 12 h where upon the color of the solution changed from red to green. After the reaction, the solvent was removed under reduced pressure and the residue was purified by silica gel column chromatography to achieve the target compounds.

**IR-77:** <sup>1</sup>H NMR (400 MHz, DMSO-d) δ 11.27(s, 2H), 8.24-8.22(d, J=12Hz, 2H), 7.69-7.68(d, J=6Hz, 2H), 7.62-7.61(d, J=6Hz, 2H), 7.46-7.40(m, 4H), 7.28-7.26(t, J=6Hz, 2H), 6.23-6.21(d, J=12Hz, 2H), 5.57-5.56(s, J=6Hz, 2H), 4.23(m, 4H), 3.82-3.80(t, J=6Hz, 4H), 2.64(m, 4H), 2.03(m, 2H), 1.84-1.82(m, 2H), 1.65(s, 12H). <sup>13</sup>C NMR(100 MHz, DMSO-d<sub>6</sub>) : δ 172.611, 164.144, 151.451, 148.630, 145.902, 143.509, 142.374, 141.508, 129.055, 126.807, 125.684, 123.023, 111.820, 101.971, 101.636, 49.495, 45.476, 41.673, 27.861, 27.076, 26.308, and 20.747; HRMS[M-Br]<sup>+</sup>: calc. 759.3254, measured 759.3268.

**IR-86:**  $^1\text{H}$  NMR (400 MHz, DMSO- $d_6$ ):  $\delta$  8.70-8.66(d,  $J=16\text{Hz}$ , 2H), 8.58-8.56(d,  $J=8\text{Hz}$ , 2H), 8.07-8.05(d,  $J=8\text{Hz}$ , 2H), 7.92-7.84(m, 4H), 7.74-7.70(t,  $J=8\text{Hz}$ , 2H), 6.69-6.66(d,  $J=12\text{Hz}$ , 2H), 4.70-4.66(m, 4H), 4.24-4.21(t,  $J=6\text{Hz}$ , 4H), 3.82(s, 2H), 3.09(s, 6H), 2.10(s, 12H).  $^{13}\text{C}$  NMR(100 MHz, DMSO- $d_6$ ):  $\delta$  174.223, 172.180, 171.925, 147.948, 147.930, 142.004, 141.021, 128.598, 126.156, 125.134, 122.478, 111.489, 101.573, 48.945, 43.629, 33.402, 27.434, 26.680, 25.788, 25.597, 24.123, 20.971, and 20.339. HRMS[M-Br] $^+$ : calc. 795.3217, measured 795.3228.

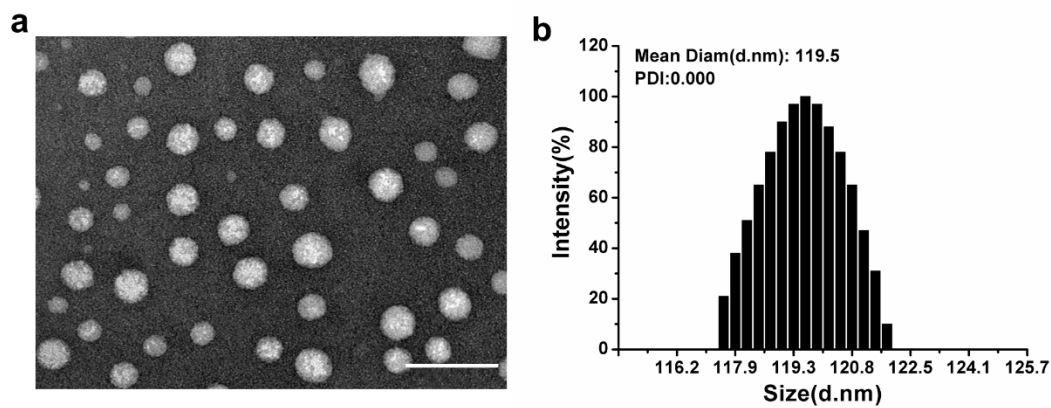

**Supplementary Figure 2. (a)** TEM images of IR-61 in aqueous solution, scale bar: 200 nm. **(b)** Hydrodynamic diameters of IR-61 measured by DLS.

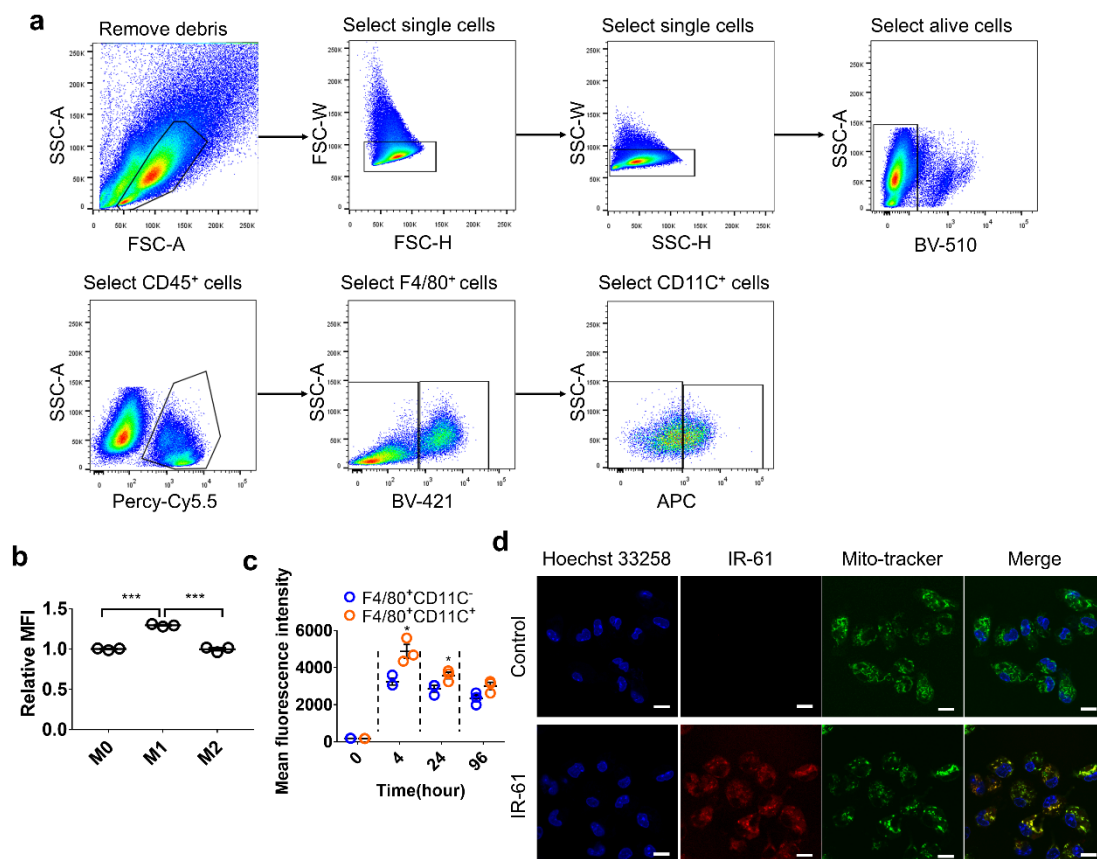

**Supplementary Figure 3. IR-61 preferentially accumulates in M1-like macrophages. (a)** Flow cytometry gating scheme for determining IR-61 content of the cells from adipose tissue, liver and spleen in mice. **(b)** In vitro cell uptake of IR-61 by

M1-like, M2-like and unstimulated primary PMs was measured as mean fluorescence intensity via flow cytometry. **(c)** Mean fluorescence intensity of M1-like ATMs (F4/80<sup>+</sup>CD11C<sup>+</sup>) and non-M1-like ATMs (F4/80<sup>+</sup>CD11C<sup>-</sup>). **(d)** ATMs were isolated from SVF cells at 0.5 h after mice being intraperitoneally injected with IR-61 (2 mg/kg). Localization of IR-61 in ATMs imaged with a confocal microscope after being stained with MitoTracker Green and Hoechst 33258. Representative images are displayed. (Scale bars, 10  $\mu$ m). Data are representative result of three independent experiments. Results are presented as the mean  $\pm$  SEM (\* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001,  $n$ =3; two-sided Student's  $t$ -test). Exact  $p$ -values are **(b)** M0 vs M1  $p$ <0.0001, M2 vs M1  $p$ =0.0001, **(c)** 4 h  $p$ =0.0170, 24 h  $p$ =0.0446.

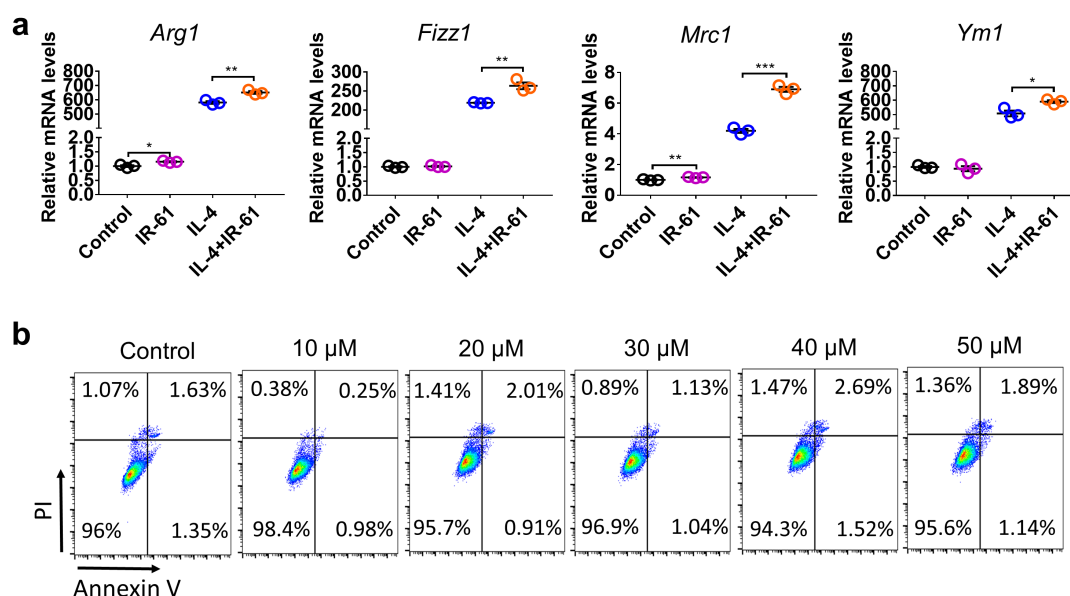

**Supplementary Figure 4. IR-61 promotes macrophage M2 activation and has no cytotoxicity effect.** **(a)** BMDMs were treated with or without additional 10  $\mu$ M IR-61 for 24 h and then treated with or without 10 ng/ml IL-4 for another 24 h. Relative expression levels of the signature genes associated with M2 activation were determined by qPCR. **(b)** Cytotoxicity effect of IR-61 on BMDMs after 72 h treatment. BMDMs were incubated with various concentrations of IR-61 (0, 10  $\mu$ M, 20  $\mu$ M, 30  $\mu$ M, 40  $\mu$ M and 50  $\mu$ M) for 72 h and then stained with Annexin-V/PI to detect the mode of death. Data are representative result of three independent experiments. Results are presented as the mean  $\pm$  SEM (\* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001,  $n$ =3; two-sided Student's  $t$ -test). Exact  $p$ -values are **(a)** *Arg1*  $p$ =0.0157,  $p$ =0.0065, *Fizz1*  $p$ =0.5528,  $p$ =0.0078, *Mrc1*  $p$ =0.0066,  $p$ =0.0002, *Ym1*  $p$ =0.5619,  $p$ =0.0213.

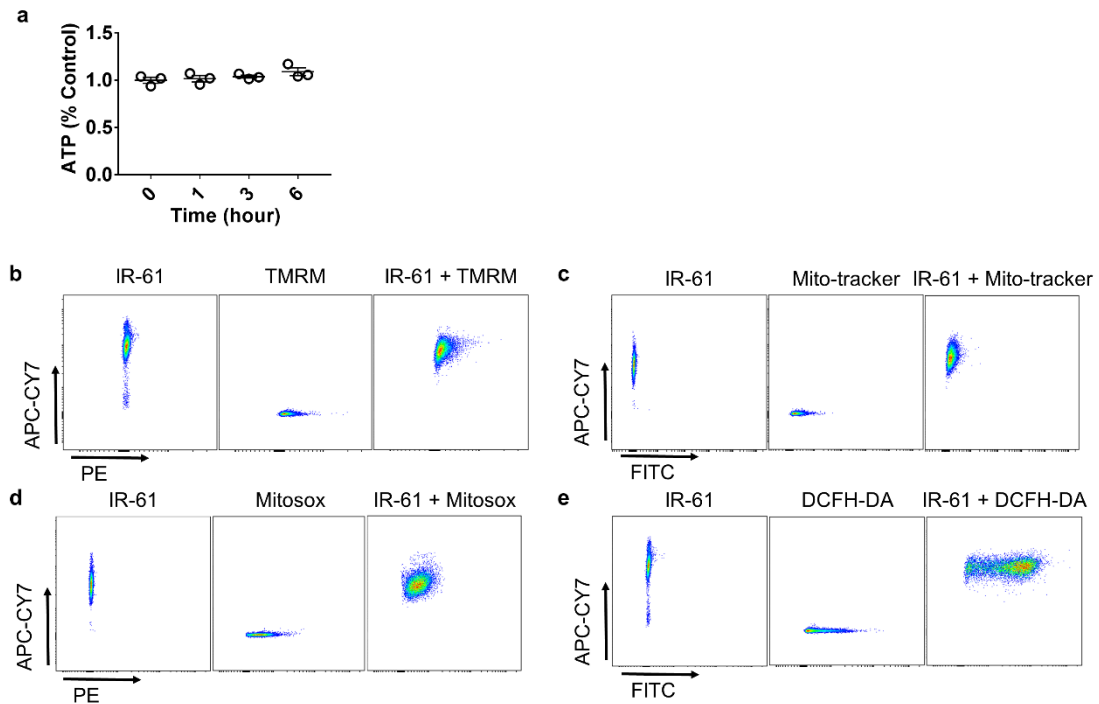

**Supplementary Figure 5. IR-61 has no interference with ATP assay or fluorescent dyes.** (a) BMDMs were treated with 10  $\mu$ M IR-61 or vehicle for 1 h, 3h and 6h, then ATP levels were measured ( $n=3$ ). (b-e) BMDMs were co-stained with IR-61 and TMRM, Mito-tracker Green, Mitosox or DCFH-DA, respectively, and then analyzed with a FACS system. Data are representative result of three independent experiments. Results are presented as the mean  $\pm$  SEM (two-sided Student's  $t$ -test). Exact  $p$ -values (a) 0 vs 1,  $p=0.7311$  0 vs 3,  $p=0.3340$ , 0 vs 6  $p=0.1553$ .

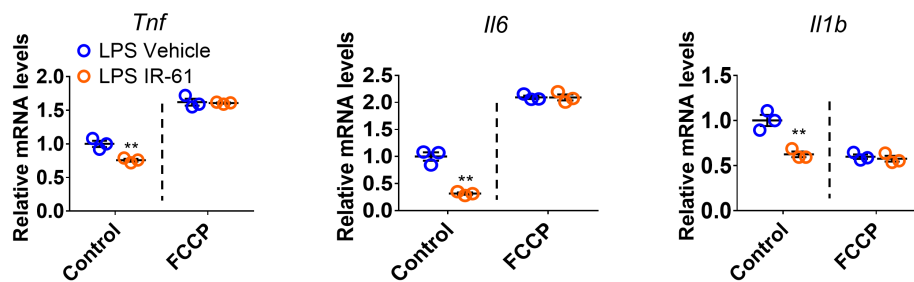

**Supplementary Figure 6. Mitochondria oxidative function involves anti-inflammatory function of IR-61.** Data are representative result of three independent experiments. Results are presented as the mean  $\pm$  SEM (\* $p<0.05$ , \*\* $p<0.01$ ,  $n=3$ ; two-sided Student's  $t$ -test). Exact  $p$ -values are *Tnf*  $p=0.0085$ , *Il6*  $p=0.0011$ , *Il1b*  $p=0.0057$ .

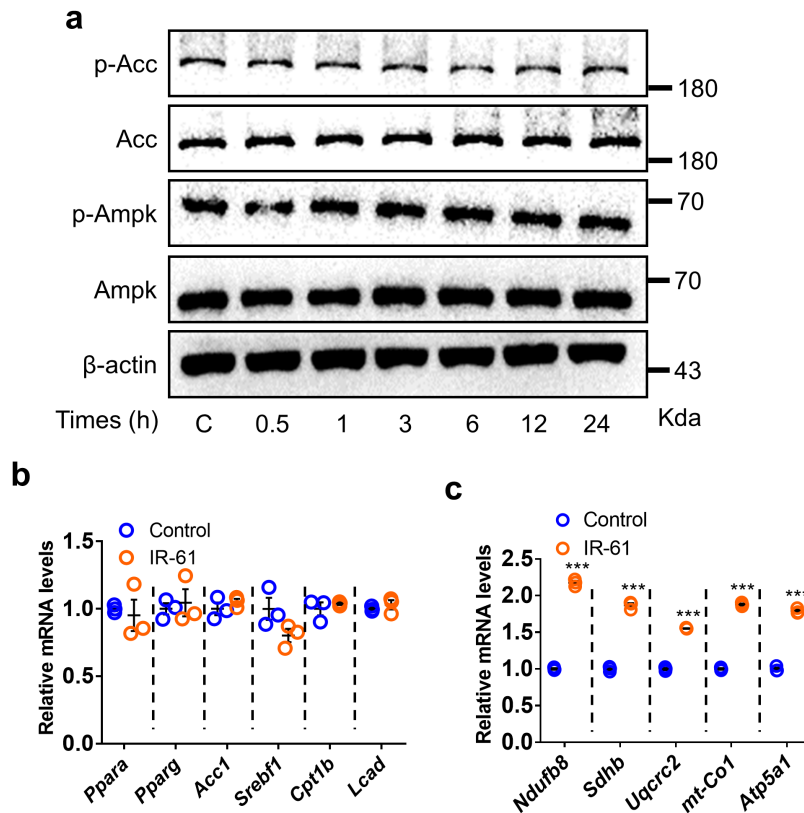

**Supplementary Figure 7. The effect of IR-61 on metabolism-related genes and AMPK activity.** (a) Immunoblots of Ampk, p-Ampk, Acc and p-Acc in whole cell lysates from the IR-61-treated BMDMs for the indicated times. β-actin was used as the loading control. (b) Relative mRNA levels of the genes associated with fatty acid oxidation in the BMDMs. (c) Relative mRNA levels of mitochondrial respiratory chain subunits in the BMDMs treated by IR-61 or vehicle control for 24 h. Data are representative result of three independent experiments. Results are presented as the mean ± SEM (\*\* $p < 0.001$ ,  $n = 3$ ; two-sided Student's  $t$ -test). Exact  $p$ -values are (b) *Ppara*  $p = 0.7047$ , *Pparg*  $p = 0.7008$ , *Acc1*  $p = 0.3685$ , *Srebf1*  $p = 0.1079$ , *Cpt1b*  $p = 0.4729$ , *Lcad*  $p = 0.4495$ , (c) *Ndufb8*  $p < 0.0001$ , *Sdhb*  $p < 0.0001$ , *Uqcrc2*  $p < 0.0001$ , *mt-Co1*  $p < 0.0001$ , *Atp5a1*  $p < 0.0001$ .

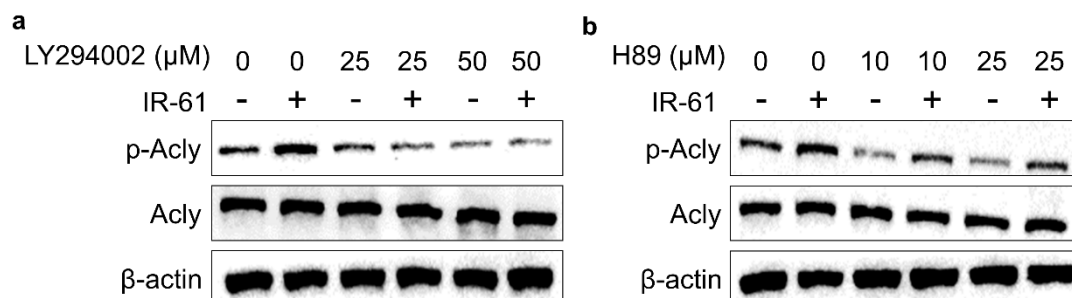

**Supplementary Figure 8. IR-61 promoted phosphorylation of Acly at S455 through Akt.** (a, b) Western blot analysis of Acly and p-Acly levels from BMDMs

being treated with LY294002 or H89 in the presence or absence IR-61 for 6 h. Panels are representative result of three independent experiments.

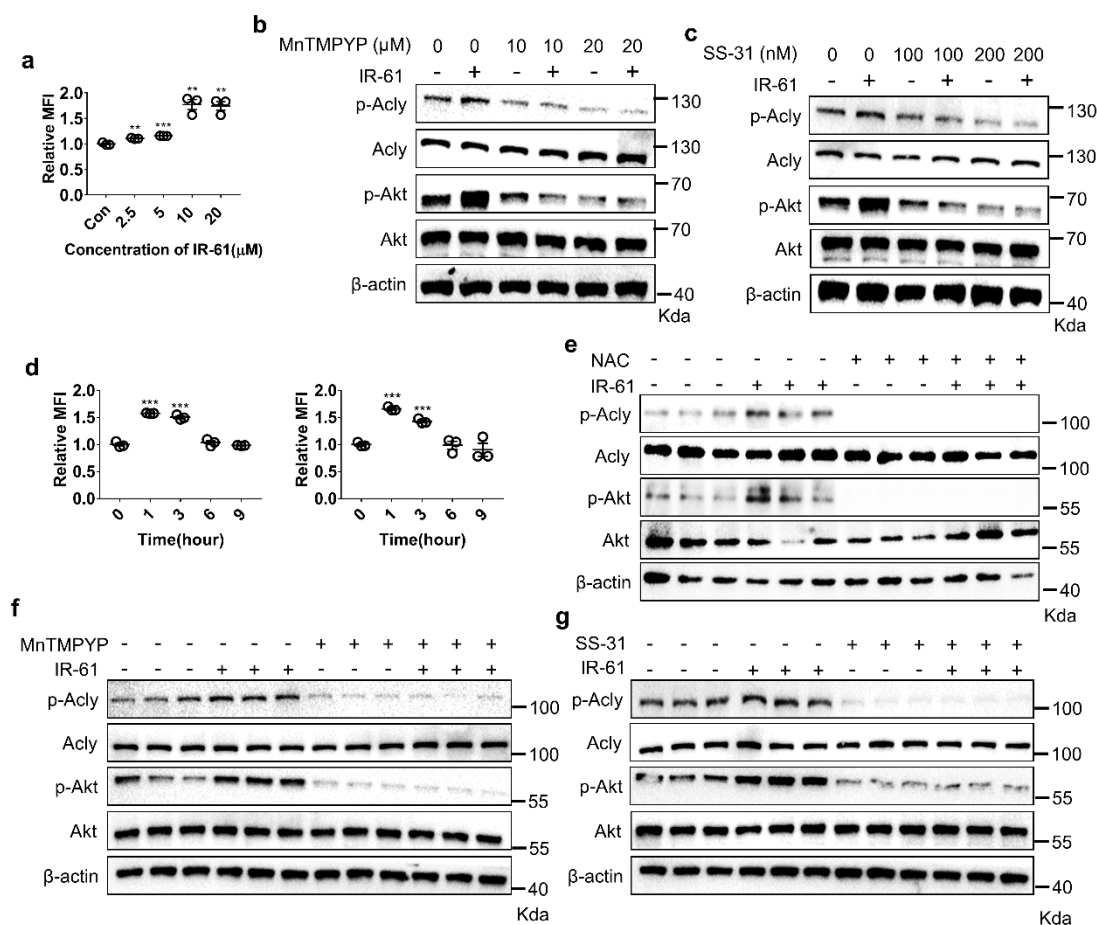

**Supplementary Figure 9. IR-61 promotes Akt/Acly phosphorylation depending on mtROS.** (a) Mitochondrial superoxide variation at 0.5 h after various concentrations of IR-61 (0, 2.5 μM, 5 μM, 10 μM and 20 μM) treatment. (b, c) Western blot analysis of Acly, p-Acly, Akt, and p-Akt levels from BMDMs being treated with MnTMPYP or SS-31 in the presence or absence IR-61 for 6 h. (d) Mitochondrial superoxide and intracellular ROS variation at 0-9 h in ATMs after IR-61 injection. (e-g) Mice were intraperitoneally injected with IR-61 or vehicle control at 2 h after intraperitoneally administered NAC, MnTMPYP or SS-31. ATMs were isolated from SVF cells 6 h later. Immunoblots of Acly, p-Acly, Akt and p-Akt in ATMs. β-actin was used as the loading control. Data are representative result of three independent experiments. Results are presented as the mean ± SEM (\*\* $p < 0.01$ , \*\*\* $p < 0.001$ ,  $n = 3$ ; two-sided Student's  $t$ -test). Exact  $p$ -values are (a) con vs 2.5  $p = 0.0028$ , con vs 5  $p = 0.0005$ , con vs 10  $p = 0.0017$ , con vs 20  $p = 0.0012$ , (d) left: con vs 1  $p < 0.0001$ , con vs 3  $p = 0.0002$ , con vs 6  $p = 0.4717$ , con vs 9  $p = 0.6181$ , right: con vs 1  $p < 0.0001$ , con vs 3  $p = 0.0002$ , con vs 6  $p = 0.8863$ , con vs 9  $p = 0.4795$ .

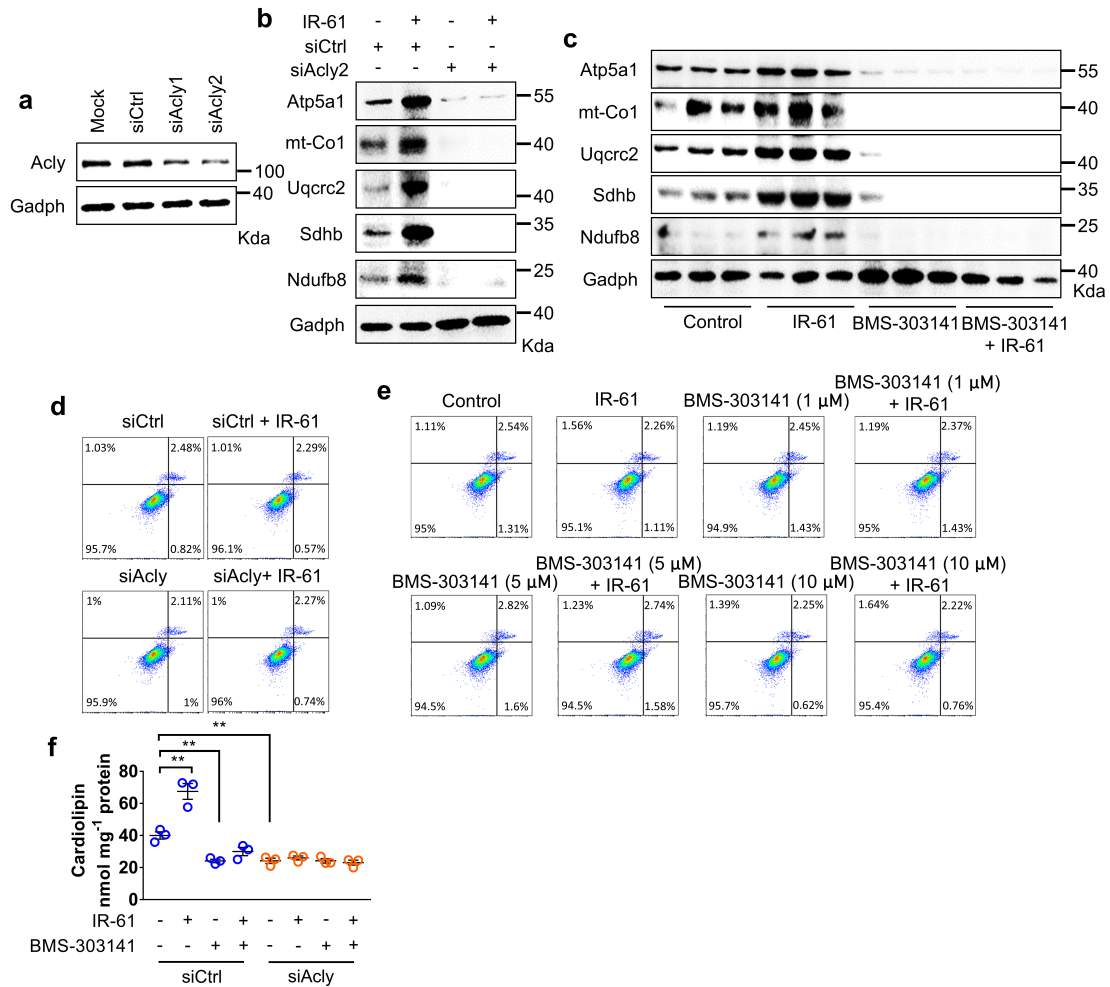

**Supplementary Figure 10. Acly mediates the regulation of IR-61 on mitochondrial function.** (a) Western blots of Acly levels in BMDMs transfected with siRNA control (siCtrl), Acly siRNA1 (siAcly1), and Acly siRNA2 (siAcly2). (b) Immunoblots of the respiratory chain subunits in whole cell lysates from the IR-61-treated BMDMs for 72 h after transfection with or without siAcly2. (c) Mice were intraperitoneally injected with vehicle, IR-61, BMS-303141, and BMS-303141 + IR-61. ATMs were isolated from SVF cells 2 days later and then mitochondrial complex content was detected by Western blots. (d) BMDMs were treated with IR-61 for 48 h after transfection with siCtrl or siAcly and then stained with Annexin-V/PI to detect the mode of death. (e) BMDMs were incubated with 10  $\mu$ M IR-61 and various concentrations of BMS-303141 (0, 1  $\mu$ M, 5  $\mu$ M and 10  $\mu$ M) for 72 h and then stained with Annexin-V/PI to detect the mode of death. (f) Mitochondrial cardiolipin content of control and Acly knockdown BMDMs treated with IR-61 in the absence or with BMS-303141. Data are representative result of three independent experiments. Results are presented as the mean  $\pm$  SEM (\*\* $p$ <0.01,  $n$ =3; two-sided Student's  $t$ -test). Exact  $p$ -values are (f)  $p$ =0.0071,  $p$ =0.0033,  $p$ =0.0049.

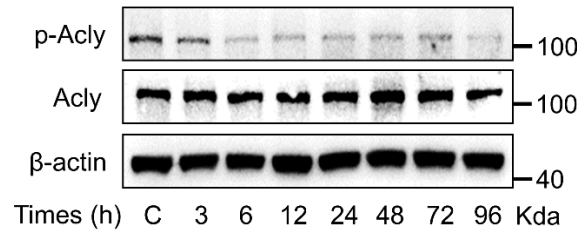

**Supplementary Figure 11.** Mice were intraperitoneally injected with BMS-303141. ATMs were isolated from SVF cells at the indicated time and then levels of Acly and p-Acly were detected by Western blots. Panels are representative result of three independent experiments.

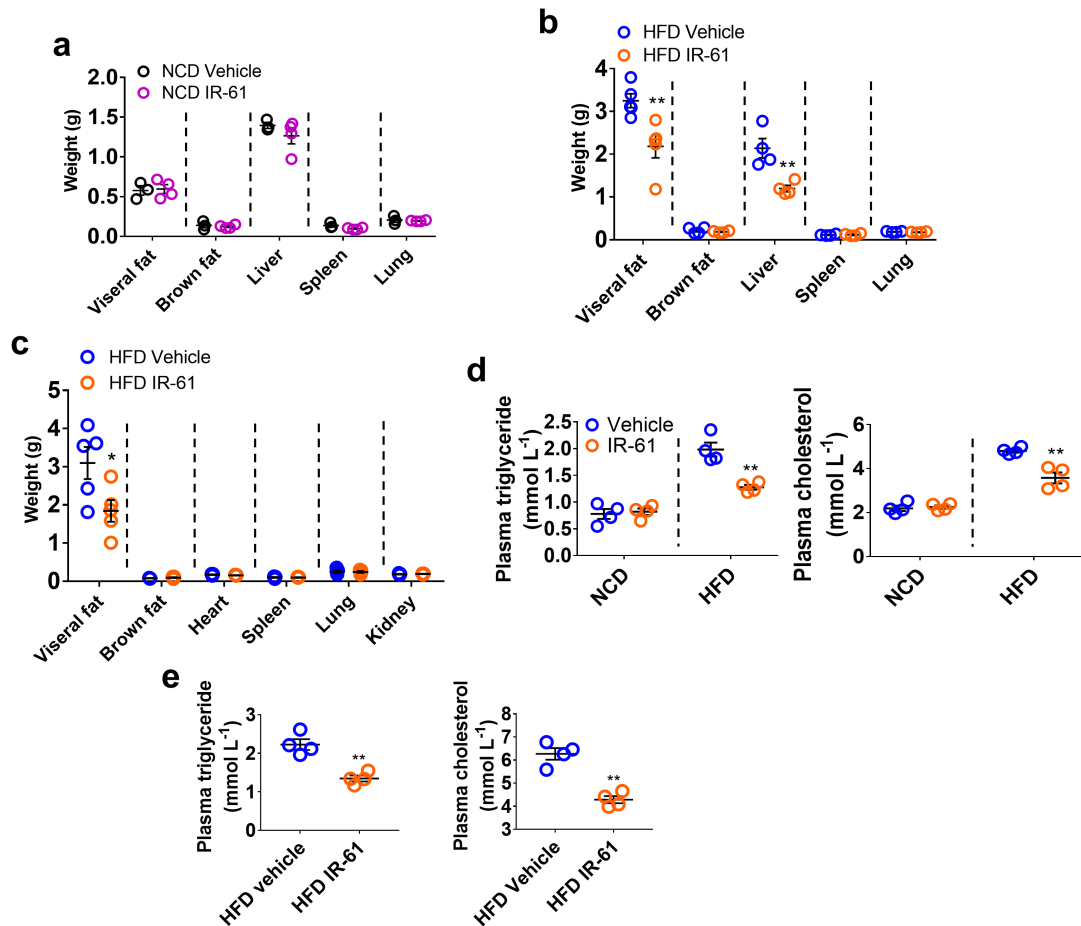

**Supplementary Figure 12.** The effect of IR-61 on organs weight and lipid metabolism of mice. (a) Organs weight of NCD-fed mice treated with IR-61 or vehicle control. (b) Organs weight of HFD-fed mice treated with IR-61 or vehicle control preventatively. (c) Organs weight of the mice with established obesity. (d) Measurement of serum triglyceride and cholesterol of mice on NCD or HFD concurrently treated with IR-61 or vehicle control. (e) Measurement of serum triglyceride and cholesterol in the mice with established obesity treated by IR-61 or vehicle control. Sample sizes are (a)  $n=3/4$  mice, (b) visceral fat  $n=5/5$  mice, brown fat

$n=4/4$  mice, liver  $n=4/4$  mice, spleen  $n=4/4$  mice, lung  $n=4/4$  mice, (c)  $n=5/5$  mice, (d)  $n=4/4$  mice, (e)  $n=4/4$  mice. Results are presented as the mean  $\pm$  SEM (\* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ ; two-sided Student's  $t$ -test). Exact  $p$ -values are (b) visceral fat  $p=0.0092$ , brown fat  $p=0.3785$ , liver  $p=0.0077$ , spleen  $p=0.7569$ , lung  $p=0.3269$ , (c) visceral fat  $p=0.0386$ , brown fat  $p=0.2726$ , heart  $p=0.0982$ , spleen  $p=0.8342$ , lung  $p=0.8956$ , kidney  $p=0.4690$ , (d) left:  $p=0.7205$ ,  $p=0.0020$ , right:  $p=0.6851$ ,  $p=0.0031$ , (e)  $p=0.0015$ ,  $p=0.0005$ .

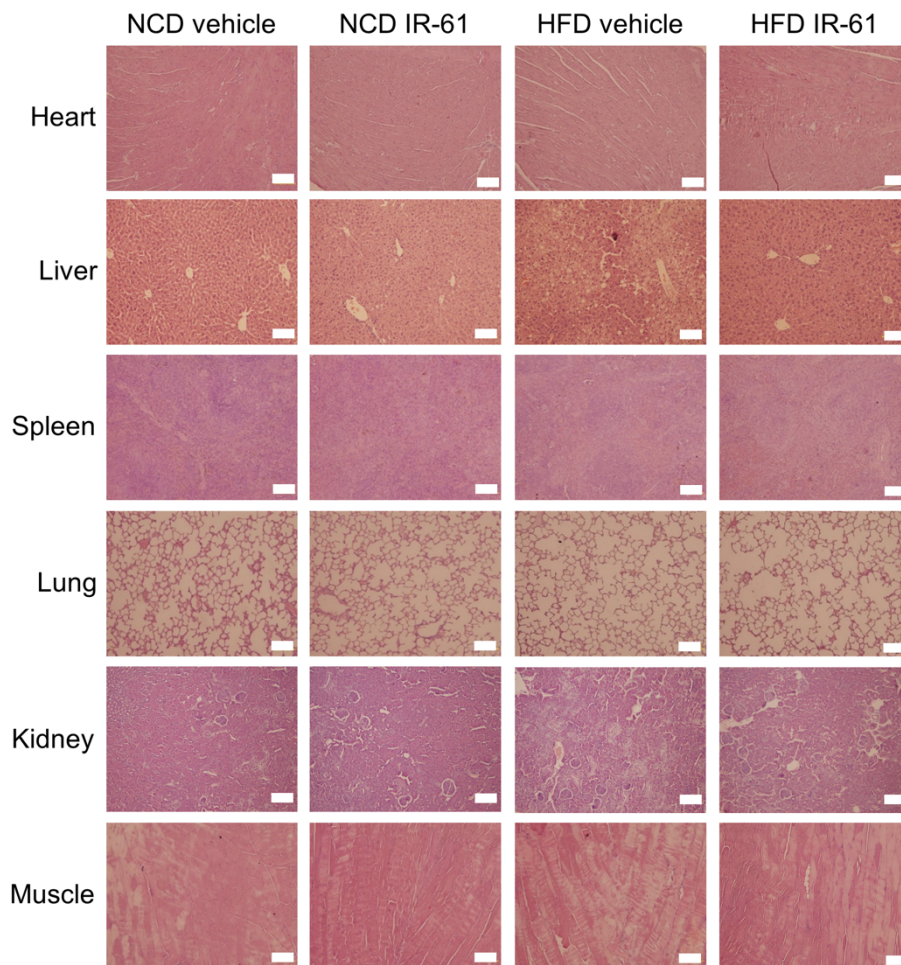

**Supplementary Figure 13.** Histopathologic analysis of vital organs in mice treated with IR-61 (Scale bars, 100  $\mu$ m).  $n=3$  per group.

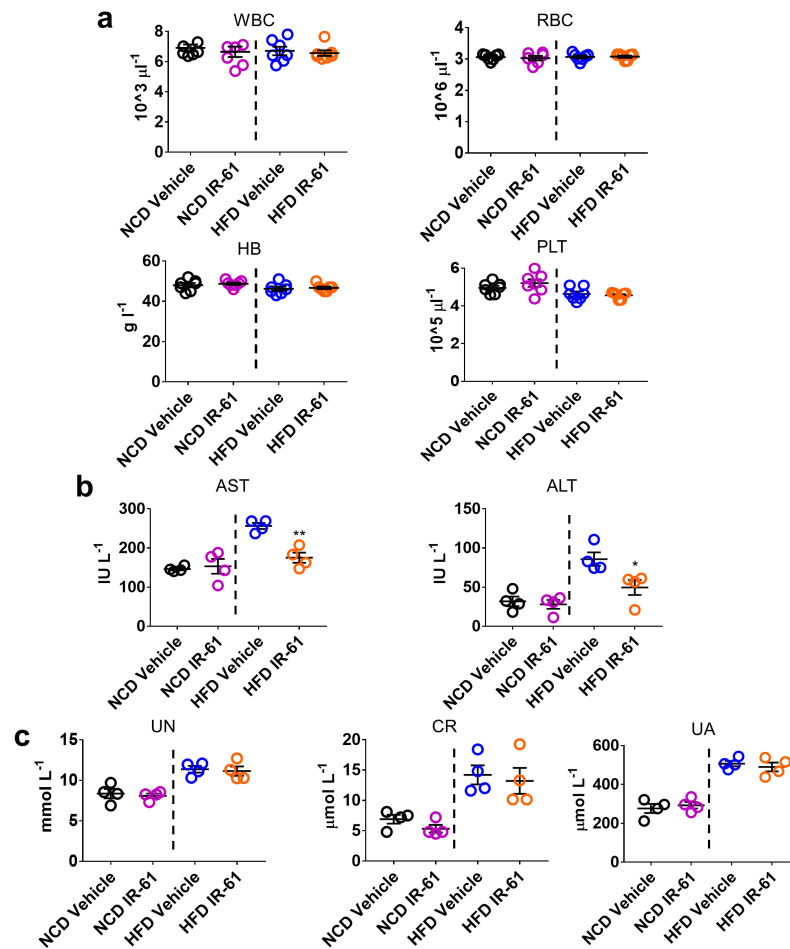

**Supplementary Figure 14. Routine blood and serum biochemical parameters of the mice.** (a) IR-61 had no effect on levels of WBC, RBC, HB and PLT in mice after 6 weeks treatment. (b, c) Serum biochemical parameters measurements for liver/kidney functions. Sample sizes are (a) WBC, HB, PLT  $n=7/7/7/7$  mice, RBC  $n=7/6/7/7$  mice, (b)  $n=4/4/4/4$  mice, (c)  $n=4/4/4/4$  mice. Results are presented as the mean  $\pm$  SEM ( $*p<0.05$ ,  $**p<0.01$ ; two-sided Student's  $t$ -test). Exact  $p$ -values are (b) AST  $p=0.7346$ ,  $p=0.0018$ , ALT  $p=0.6633$ ,  $p=0.0308$ .

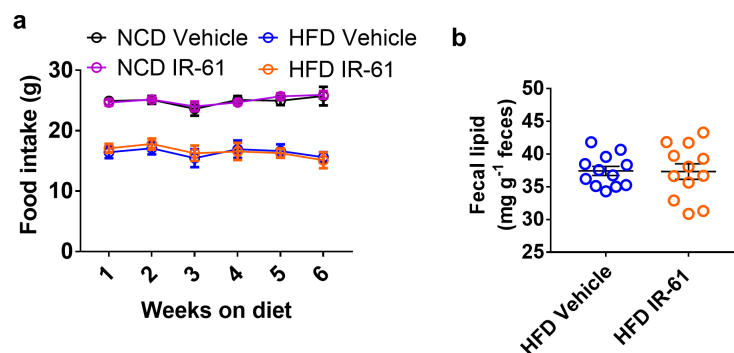

**Supplementary Figure 15. IR-61 has no effect on food intake and intestinal lipid absorption.** (a) Food intake of NCD-fed mice and HFD-fed mice treated with IR-61 or vehicle control. Food intake of each mouse was weighed once a week for six consecutive weeks.  $n=4$  per group. (b) Levels of fecal lipid of HFD-fed mice treated with IR-61 or vehicle. Data were collected daily from 4 mice per group for 3 consecutive days. The ratios of the amount of daily total fecal lipid to daily feces weight of HFD-fed mice treated by IR-61 or vehicle were shown. Results are presented as the mean  $\pm$  SEM (2-way ANOVA with Bonferroni post hoc test (a) or two-sided Student's *t*-test (b)). Exact *p*-values are (a) NCD vehicle vs NCD IR-61 1w  $p>0.9999$ , 2w  $p>0.9999$ , 3w  $p>0.9999$ , 4w  $p>0.9999$ , 5w  $p>0.9999$ , 6w  $p>0.9999$ ; HFD vehicle vs HFD IR-61 1w  $p>0.9999$ , 2w  $p>0.9999$ , 3w  $p>0.9999$ , 4w  $p>0.9999$ , 5w  $p>0.9999$ , (b)  $p=0.9485$ .

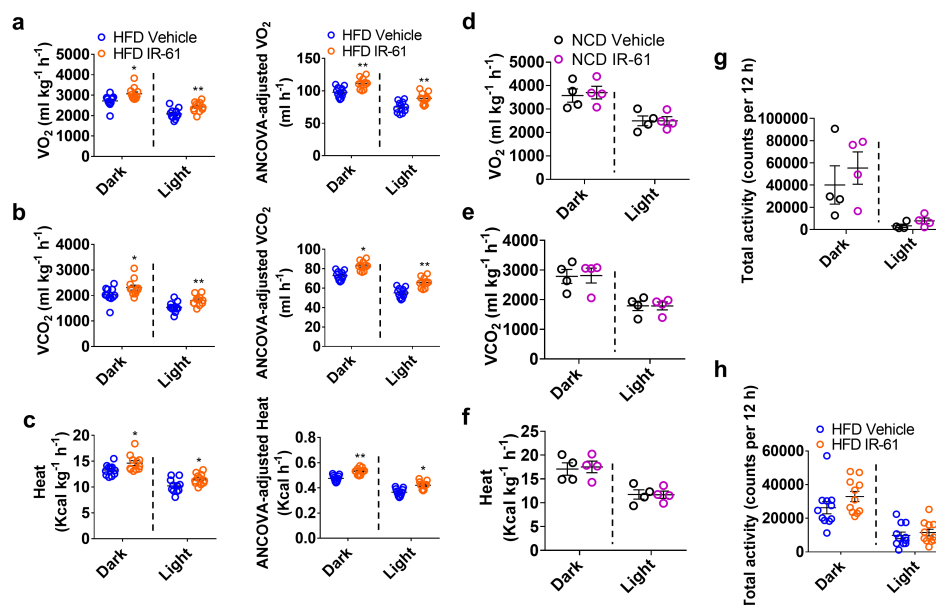

**Supplementary Figure 16. The effect of IR-61 on energy expenditure and activity of mice.** NCD-fed and HFD-fed mice were treated with IR-61 or vehicle control for 2 weeks and then the energy expenditure and total activity were monitored. (a-c)  $VO_2$ ,  $VCO_2$  and heat production in IR-61-treated or vehicle-treated HFD-fed mice were normalized by dividing body weight or adjusted for variation in body weight using ANCOVA. (d-f) Average day and night  $VO_2$ ,  $VCO_2$  and heat production in IR-61-treated or vehicle-treated NCD-fed mice were obtained by indirect calorimetry. (g) Total activity in day and night of NCD-fed mice. (h) Total activity in day and night of HFD-fed mice. Sample sizes are (a-c)  $n=11/11$  mice, (d-g)  $n=4/4$  mice, (h)  $n=11/11$  mice. Results are presented as the mean  $\pm$  SEM (\* $p<0.05$ , \*\* $p<0.01$ , \*\*\* $p<0.001$ ; ANCOVA (a-c) or two-sided Student's *t*-test (a-h)). Exact *p*-values are (a) left:  $p=0.0141$ ,  $p=0.0054$ , right  $p=0.008$ ,  $p=0.007$ , (b) left:  $p=0.0472$ ,  $p=0.0051$ , right  $p=0.026$ ,  $p=0.004$ , (c) left:  $p=0.0299$ ,  $p=0.0193$ , right  $p=0.005$ ,  $p=0.013$ .

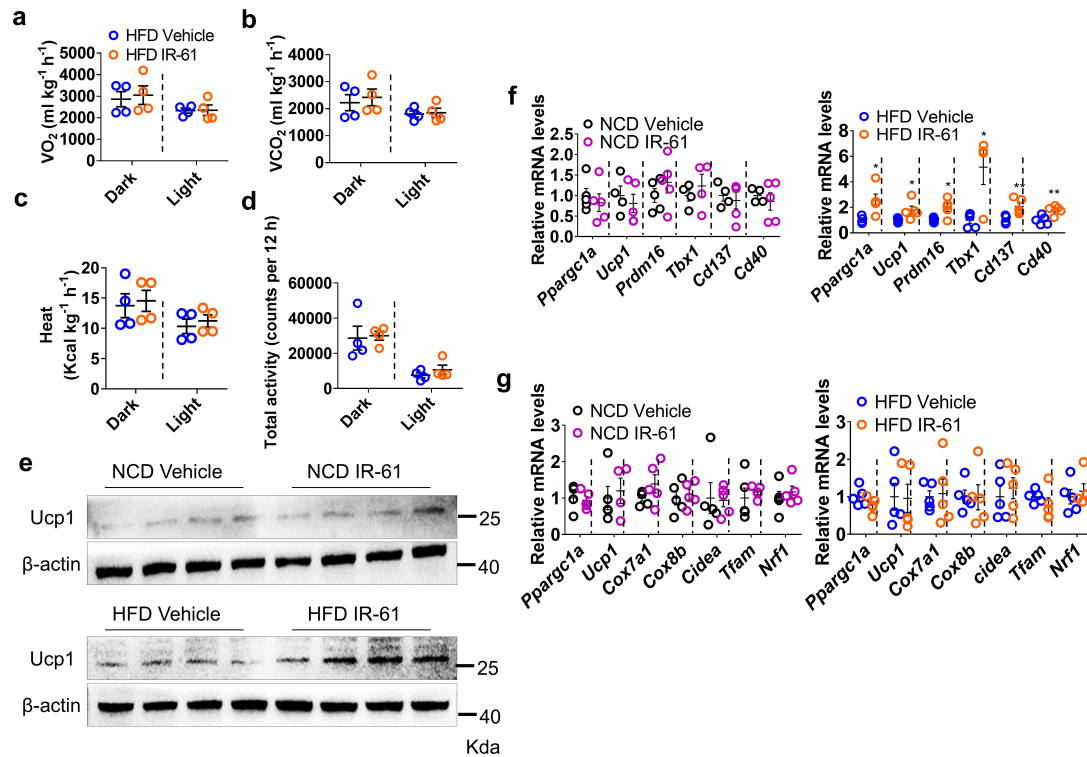

**Supplementary Figure 17. The mechanism of IR-61 promoting energy expenditure in mice.** (a-c) Average day and night  $\text{VO}_2$ ,  $\text{VCO}_2$  and heat production in HFD-fed mice treated with IR-61 or vehicle control for 1 day. (d) Total activity in day and night of HFD-fed mice. (e) immunoblot analysis of Ucp1 and  $\beta$ -actin in the iWAT of NCD-fed and HFD-fed mice treated with IR-61 or vehicle control for 2 weeks. (f) Expression of the thermogenic genes and beiging marker genes in the epi WAT of NCD-fed and HFD-fed mice treated with IR-61 or vehicle control for 2 weeks. (g) Expression of BAT activity genes in the BAT of NCD-fed and HFD-fed mice treated with IR-61 or vehicle control for 2 weeks. Sample sizes are (a-d)  $n=4/4$  mice, (e) representative western blot of  $n=4$  mice in each group, (f) left: *Ppargc1a*  $n=5/5$  mice, *Ucp1*  $n=4/5$  mice, *Prdm16*  $n=5/5$  mice, *Tbx1*  $n=4/4$  mice, *Cd137*  $n=4/5$  mice, *Cd40*  $n=4/5$  mice; right *Ppargc1a*  $n=5/5$  mice, *Ucp1*  $n=5/5$  mice, *Prdm16*  $n=5/5$  mice, *Tbx1*  $n=5/4$  mice, *Cd137*  $n=5/5$  mice, *Cd40*  $n=5/5$  mice, (g) left: *Ppargc1a*  $n=5/5$  mice, *Ucp1*  $n=5/4$  mice, *Cox7a1*  $n=5/5$  mice, *Cox8b*  $n=5/5$  mice, *Cidea*  $n=5/5$  mice, *Tfam*  $n=5/5$  mice, *Nrf1*  $n=5/5$  mice; right: *Ppargc1a*  $n=5/5$  mice, *Ucp1*  $n=5/5$  mice, *Cox7a1*  $n=5/5$  mice, *Cox8b*  $n=5/5$  mice, *Cidea*  $n=5/5$  mice, *Tfam*  $n=5/5$  mice, *Nrf1*  $n=5/5$  mice. Results are presented as the mean  $\pm$  SEM (\* $p < 0.05$ , \*\* $p < 0.01$ ; two-sided Student's *t*-test). Exact *p*-values are (f) left: *Ppargc1a*  $p=0.5428$ , *Ucp1*  $p=0.5757$ , *Prdm16*  $p=0.3298$ , *Tbx1*  $p=0.4894$ , *Cd137*  $p=0.6565$ , *Cd40*  $p=0.5840$ ; right *Ppargc1a*  $p=0.0148$ , *Ucp1*  $p=0.0405$ , *Prdm16*  $p=0.0146$ , *Tbx1*  $p=0.0119$ , *Cd137*  $p=0.0073$ , *Cd40*  $p=0.0081$ .

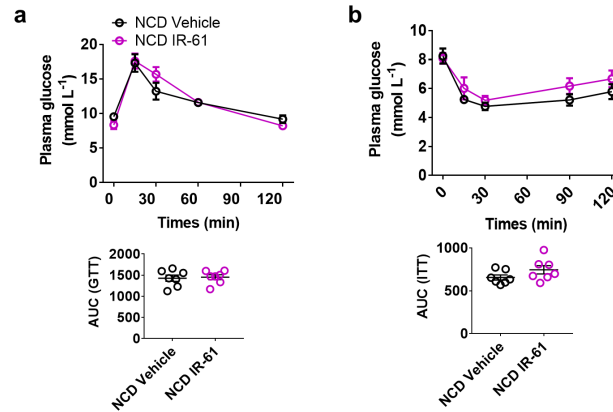

**Supplementary Figure 18. IR-61 does not affect insulin sensitivity of the mice fed on NCD (a) GTT and (b) ITT on NCD-fed mice treated with IR-61 or vehicle control for 15 weeks.  $n=7$  per group. Data are presented as the mean  $\pm$  SEM (2-way ANOVA with Bonferroni post hoc test or two-sided Student's  $t$ -test).**

**Supplementary Table 1: Primers used for real time PCR**

| Gene          | Sense                          | Anti-sense                     |
|---------------|--------------------------------|--------------------------------|
| <i>Tnf</i>    | TTCTCATTCCTGCTTGTTG            | TTGGTGGTTTGCTACG               |
| <i>Il6</i>    | AGTCAATTCCAGAAACCGCTATGA       | TAGGGAAGGCCGTGGTTGT            |
| <i>Il1b</i>   | TGCCACCTTTTGACAGTGATG          | ATGTGCTGCTGCGAGATTTG           |
| <i>Cxcl1</i>  | CAGAGCTTGAAGGTGTTGC            | AGTGTGGCTATGACTTCGG            |
| <i>Cxcl2</i>  | TCAATGCCTGAAGACCTG             | AGAGTGGCTATGACTTCTGTC          |
| <i>Cxcl3</i>  | ACAGAAGTCATAGCCACTCTC          | CTTGATGATTATCTGAAGCCTGG        |
| <i>Cd14</i>   | AATCTACCGACCATGGAGC            | ACTTTCCTCGTCTAGCTCG            |
| <i>Cd69</i>   | TCTCATTGCCTTAAATGTGGG          | GTAGCAACATGGTGGTCAG            |
| <i>Tlr2</i>   | AGACAAAGCGTCAAATCTCAG          | GCTGAAGAGGACTGTTATGG           |
| <i>Tlr11</i>  | GCTCAAAGAATCGATGCCA            | CTCACCAGAGTCAATAGTATCAG        |
| <i>Arg1</i>   | CCACAGTCTGGCAGTTGGAA           | GCATCCACCCAAATGACACA           |
| <i>Mrc1</i>   | AATACCTTGAACCCATTTATCATTC<br>C | GCATAGGGCCACCACTGATT           |
| <i>Fizz1</i>  | CGTGGAGAATAAGGTCAAGGAACT       | CACTAGTGCAAGAGAGAGTCTT<br>CGTT |
| <i>Ym1</i>    | TCCTACTGGAAGGACCATGGAGCA       | TCCTGGTGGGCCAGTACTAATT<br>GT   |
| <i>Ndufb8</i> | ATGCGAGTGGAAGACTACG            | TCCCAGTGTATCGGTTTAC            |
| <i>Sdhb</i>   | ACCCCTTCTCTGTCTACCG            | AATGCTCGCTTCTCCTTGTA           |
| <i>Uqcrc2</i> | GTGGGAAAGGGCAACTGCTA           | GTCCCATGCTCACCAGAGAAG          |
| <i>mt-Co1</i> | ACTATACTACTAACAGACCG           | GGTTCTTTTTTCCGGAGTA            |
| <i>Atp5a1</i> | CATTGGTGATGGTATTGCGC           | TCCCAAACACGACAACCTCC           |
| <i>Ppara</i>  | AGAGGGCTGAGCGTAGGTAA           | CCTCCGATCACCCCCATTTC           |

|                 |                           |                             |
|-----------------|---------------------------|-----------------------------|
| <i>Pparg</i>    | GCCCTTTGGTGACTTTATGGA     | GCAGCAAGGTTGTCTTGGATG       |
| <i>Fasn</i>     | GGAGGTGGTGATAGCCGGTAT-    | TGGGTAATCCATAGAGCCCAG       |
| <i>Mcad</i>     | GAACCAGACCTACAGTCGCA      | GCTCCACTAGCAGCTTTCCA        |
| <i>HSL</i>      | TGCACTCTACCACTGCCTTC      | GCTGGGAAAACACACTCCCT        |
| <i>Atgl</i>     | CCACTCACATCTACGGAGCC      | ACAGCAGACAGTAGGCAACC        |
| <i>Acc1</i>     | GACAGACTGATCGCAGAGAAAG    | TGGAGAGCCCCACACACA          |
| <i>Srebf1</i>   | CTGGCACTAAGTGCCCTCAAC     | GCCACATAGATCTCTGCCAGTG<br>T |
| <i>Cpt1b</i>    | AAGAGACCCCGTAGCCATCAT     | GACCCAAAACAGTATCCCAATCA     |
| <i>Lcad</i>     | CAAACGTCTGGACTCCGGTT      | ACGTAAGCTTTTGCAATCGGG       |
| <i>Sirt1</i>    | ACGGTATCTATGCTCGCCTTG     | GACACAGAGACGGCTGGAAC        |
| <i>Ppargc1a</i> | TCTGAGTCTGTATGGAGTGACAT   | CCAAGTCGTTACATCTAGTTCA      |
| <i>Nrf1</i>     | ACAGATAGTCCTGTCTGGGGAAA   | TGGTACATGCTCACAGGGATCT      |
| <i>Ucp-1</i>    | TCAACACTTTGGAAAGGGAC      | GAGGTCATATGTTACCAGCTC       |
| <i>Cidea</i>    | TTCTTTTCAGACCTTAAGGGAC    | GACATACTTACTACCCGGTG        |
| <i>Prdm16</i>   | CCATACAGGTGCAAGTACTG      | TTTGTTGTGGATGTTCTCAC        |
| <i>Tbx1</i>     | GTGGATGAAACAGATTGTGTC     | GGAGTTGAGAATAATATGGCCA      |
| <i>Cd137</i>    | GTGTGCAGGCTATTTTCAGG      | CAATGGAATCCTTCAATGCAC       |
| <i>Cd40</i>     | CACTGTGAACCCAATCAAGG      | TCCTTCCTTACAGGTACAGAC       |
| <i>Cox7a1</i>   | GACAACGTCCTGTACAGAC       | ATAAGCAGTAGGCAGTGCC         |
| <i>Cox8b</i>    | AAGTTCACAGTGGTTCCCA       | CGACTATGGCTGAGATCCC         |
| <i>Tfam</i>     | AAGACCTCGTTCAGCATATAACATT | TTTTCCAAGCCTCATTTACAAGC     |
| <i>β-actin</i>  | CTGTCCCTGTATGCCTCTG       | ATGTCACGCACGATTTCC          |

# Supplementary material for: Improvement of obesity-associated disorders by a small-molecule drug targeting mitochondria of adipose tissue macrophages
**Source:** Nat Commun. 2021 Jan 4;12:102. doi: 10.1038/s41467-020-20315-9
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection LabImage version 3.0 (BioRad), Real-Time System (BioRad),

Data analysis Analyses were performed on SPSS 26.0, GraphPad Prism 8.4.3, Image J version 1.52, FlowJo V10.1, CFlow Plus1.02

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the paper and its Supplementary Information files, and from the authors on request.

### Field-specific reporting

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

(Ser536) (93H1) Rabbit mAb or NF- $\kappa$ B p65 Antibody #3034. Product citations include Ki-Back Chu, et. al. Cells. 2020;9:1314; Anna Paszek, et. al. Cell Commun Signal. 2020 ; 18:77.

#9252, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of total JNK1, JNK2 or JNK3 protein in human, mouse, rat, Hamster and monkey samples. Validation according to the manufacturers website using Western blot analysis of extracts from 293 and SK-N-MC cells, untreated or UV-treated (40 J/m<sup>2</sup>), using Phospho-SAPK/JNK Antibody #9251 or SAPK/JNK Antibody . Product citations include Jae Hyuk Lee, et. al. Cell Death Dis. 2020 ;11:403; Yangfang Ding, et. al. Oxid Med Cell Longev . 2020 ;2020:3237150.

#4668, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of p46 and p54 SAPK/JNK when phosphorylated at Thr183 and Tyr185 in human, mouse, rat, Hamster and *S. cerevisiae*. Validation according to the manufacturers website using Western blot analysis of extracts from 293 cells, untreated or UV-treated, NIH/3T3 cells, untreated or UV-treated and C6 cells, untreated or anisomycin-treated, using Phospho-SAPK/JNK (Thr183/Tyr185) (81E11) Rabbit mAb. Product citations include Yandong Li, et. al. Cell Death Dis. 2020 ;11:299; Guang-Jie Liu, et. al. Front Neurosci. 2020 ;14:311.

#ab110413, Abcam is recommended by the manufacturer for detection of endogenous levels of the 5 OXPHOS complexes in mitochondrial preparations from mouse, rat, human, or bovine sources. Validation according to the manufacturers website using Western blot analysis of extracts from Isolated mitochondria from mice brain (control and Alzheimer's disease (AD)) labeled with ab110413 at 1/1000 dilution in 5% BSA. Product citations include Feng J et al. J Exp Clin Cancer Res 39:24 (2020); Svensson K et al. Am J Physiol Endocrinol Metab 318:E145-E151 (2020).

#ab40793, Abcam is recommended by the manufacturer for detection of endogenous levels of ATP citrate lyase (ACL) in mouse, rat, human samples. Validation according to the manufacturers website using Western blot analysis of extracts from NIH/3T3 (Mouse embryonic fibroblast). Product citations include Jin F et al. Cancer Lett 440-441:211-222 (2019); Shi Z et al. Life Sci 217:70-80 (2019).

#4331, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of ATP-citrate lyase only when phosphorylated at Ser455 in human and mouse samples. Validation according to the manufacturers website using Western blot analysis of extracts from NIH/3T3 cells, untreated or PDGF-treated for the indicated times, using Phospho-ATP-Citrate Lyase (Ser455) Antibody or ATP-Citrate Lyase Antibody #4332. Product citations include C Martínez Calejman, et. al. Nat Commun . 2020 ;11:575; Jian Wang, et. al. Clin Sci (Lond). 2019 ;133:2189-2202.

#5831, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of AMPK $\alpha$  protein in human, rat, monkey and mouse samples. Validation according to the manufacturers website using Western blot analysis of extracts from HeLa, K-562, C6, and Neuro-2a cells using AMPK $\alpha$  (D5A2) Rabbit mAb. Product citations include Chunsheng Liu, et. al. Oncol Rep . 2020 ;43:1467-1478; Denise Peserico, et. al. Antioxidants (Basel). 2020 ;9:349.

#2535, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of AMPK $\alpha$  only when phosphorylated at threonine 172 in human, rat, monkey, mouse and *S. cerevisiae* samples. Validation according to the manufacturers website using Western blot analysis of extracts from C2C12 cells, untreated or oligomycin-treated (0.5  $\mu$ M), using Phospho-AMPK $\alpha$  (Thr172) (40H9) Rabbit mAb or AMPK $\alpha$  Antibody #2532. Product citations include Gang Ren, et. al. Front Pharmacol. 2020 ;11:647; Bo Yu, et. al. Nat Commun. 2020 ;11:2549.

#3676, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of all isoforms of acetyl-CoA carboxylase protein in human, rat, mouse and hamster samples. Validation according to the manufacturers website using Western blot analysis of extracts from various cell lines, using Acetyl-CoA Carboxylase (C83B10) Rabbit mAb. Product citations include Kristell Oizel, et. al. Cell Death Dis. 2020 ;11:310; Kai Meng, et. al. Oxid Med Cell Longev. 2020; 2020:1645249.

#11818, Cell Signaling is recommended by the manufacturer for detection of endogenous levels of acetyl-CoA carboxylase protein only when phosphorylated at Ser79 in human, rat and mouse samples. Validation according to the manufacturers website using Western blot analysis of extracts from SH-SY5Y cells, untreated or treated with Oligomycin #9996 (0.5  $\mu$ M, 30 min), using Phospho-Acetyl-CoA Carboxylase (Ser79) (D7D11) Rabbit mAb or Acetyl-CoA Carboxylase (C83B10) Rabbit mAb #3676. Product citations include Qunyan Yao, et. al. Ann Transl Med. 2020 ;8:231; Simon A Hawley, et. al; Cell Chem Biol. 2020 ;27:(214-222.e4.

#23673-1-AP, Proteintech is recommended by the manufacturer for detection of endogenous levels of ucp1 in Human, Mouse and Rat in samples. Validation according to the manufacturers website using Western blot analysis of extracts from mouse brown adipose tissue. Product citations include Michelle Chan, et, al. J Biol Chem. 2019 ;294:6751-6761; Yan Zhao, et, al. Theranostics . 2019 ;9:1510-1522.

#1E6D9, Proteintech is recommended by the manufacturer for detection of endogenous levels of Gadph in Human, Mouse, Rat, Yeast, Plant samples. Validation according to the manufacturers website using Western blot analysis of extracts from HeLa cells, soybean whole plant tissue, arabidopsis whole plant tissue, HepG2 cells, ROS1728 cells, pig brain tissue, zebrafish tissue, whole yeast cells, whole Nematode tissue, HEK-293 cells, HSC-T6 cells, PC-12 cells, NIH/3T3 cells, C2C12 cells, SP2/O cells, rat brain tissue, mouse brain tissue. Product citations include Anni Tan, et, al. FASEB J. 2019;33:4893-4906; Alan Costello, et, al. Metab Eng. 2019 ;52:284-292.

#AF0003, Beyotime is recommended by the manufacturer for detection of endogenous levels of  $\beta$ -Actin in human, mouse and rat samples. Validation according to the manufacturers website using Western blot analysis of extracts from Hela, NIH/3T3 and PC12 cells. Product citations include Ding L , et, al. Mol Med Rep . 2016 ;13:2017-22; Wang Y , et, al. Oncol Lett . 2016;12:2429-2434

#103131, Biolegend is recommended by the manufacturer for flow cytometry in mouse. Validation according to the manufacturers website by detection of CD45 of splenocytes in C57BL/6 mouse. Product citations include Podd BS, et al. 2006. J. Immunol. 176:6532.; Liu Z, et al. 2015. Development. 142: 2452 - 2463.

#123131, Biolegend is recommended by the manufacturer for flow cytometry in mouse. Validation according to the manufacturers website by detection of F4/80 of thioglycolate-elicited Balb/c mouse peritoneal macrophages. Product citations include Watson NB, et al. 2015. J Immunol. 194:2796; Müller P, et al. 2015. Sci Transl Med. 7: 315ra188.

#117310, Biolegend is recommended by the manufacturer for flow cytometry in mouse. Validation according to the manufacturers website by detection of CD11C of C57BL/6 mouse splenocytes. Product citations include Riva A, et al. 2013. J Immunol. 190:5961; Madan-Lala R, et al. 2014. J Immunol. 192:4263.

#123101, Biolegend is recommended by the manufacturer for immunofluorescence in mouse. Product citations include Schaller E, et al. 2002. Mol. Cell. Biol. 22:8035; Stevceva L, et al. 2001. BMC Clin Pathol. 1:3.

#A-11006, Invitrogen is recommended by the manufacturer for immunofluorescence when using anti-rat primary antibody. Validation according to the manufacturers website by using A549 cells stained with alpha Tubulin (YL1/2) Rat Monoclonal Antibody.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

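The gene microarray compared RAW264.7 cells treated with vehicle control and with 10 μM IR-61 for 24 h, with 1 culture and 1 array per condition. The conditions were taken from the sample labels and the methods, and the dose from the legend of Fig. 2a. Both arrays were of the same Agilent single-colour mouse design and lay on the same slide. The other experiments of the paper, in bone marrow-derived macrophages and in mice, were not analysed here.

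The authors scanned the arrays and deposited the intensity of each spot as the Agilent Feature Extraction software gives it, background-subtracted and detrended within the array, with 0/1 flags for outlier spots, saturation and signals well above background. The file headers name version 11.0.1.1 of that software and scanner model G2505C, while the methods name an earlier version and another scanner. The authors also deposited a table of log2 values per probe. The methods do not say how these values were made. From the values, both columns share their quartiles, at 4.59 and 10.66 on the log2 scale, which is what quantile normalization between the 2 arrays gives.

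From the intensity files, control spots and spots with an outlier flag were left out, the log2 intensities of the spots of a probe were averaged, and the 75th percentile of the array was subtracted. Probes were named by matching their RefSeq accession, without version, to a gene table of the mouse assembly GRCm38.p6, which was used for names only because the array design gives another assembly. Of 39429 probes 27234 were named, for 20659 symbols, and 1 more, that of *Il12b*, was named through the Source Data of the paper. Probes with other identifiers were used only for scaling and for the count over probes. A gene took its brightest probe that was not saturated, and 5476 genes had several probes. Of 20656 genes, 16885 were measured on both arrays, 146 had a bound lower with IR-61 and 740 a bound higher, 41 had no usable fold and 2844 were not well above background on either array. On the vehicle array 77.6% of the probes were well above background and on the IR-61 array 81.2%. The number of arrays limits the precision of every value, since the spread between spots covers noise within an array only.

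No test between the conditions was run, because each condition had 1 array. Medians of gene lists were set against 10000 random lists of the same size, matched on mean signal in 20 bins, as a description of these 2 arrays. For the percentiles and distances from random lists given over the settings tried, 2000 random lists were drawn in each setting. The lists were the genes named in the text, the genes of Fig. 2a, other NF-κB-responsive genes, interferon-responsive genes, NRF2 targets, sterol synthesis, the integrated stress response, proliferation, housekeeping, M2 markers, respiratory chain subunits (5 of the paper and all nuclear subunits), mitochondrial biogenesis, fatty acid genes, proteins of the pathway in the paper and ribosomal proteins. They were fixed before the data were examined, and a list of clock genes was added later. *Mx1*, *Mx2*, *Chac1* and *mt-Co1* of these lists were not analysed here. The genes named are those the paper names, the 10 largest falls and the 10 largest rises among genes well above background on both arrays, and the largest rise and fall of each list, a rule that was fixed before the data were examined.

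The steps were tested on simulated arrays built from the vehicle array and its spread between spots, with 17011 genes measured on both arrays. Of 180 measured genes given a known change, 97.8% were found at 2-fold or more in the right direction, and the median error of the log2 difference was 0.018. The known changes were all well past 2-fold, so this share does not tell how often a change near the limit is found. In the same simulation 157 unchanged genes passed the 2-fold limit. The spread between spots was limited to probes well above background after a run of this simulation with all probes had given more such genes.

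The alternatives were other scalings (the median, the 75th percentile over detected probes, quantile normalization, loess and none), the deposited log2 values, the mean over the detected probes of a gene, outlier spots kept, a trend over rows and columns removed, other filters on dim probes, a 3-fold limit and probes in place of genes. Normexp background correction with an offset of 50 was planned on the mean signal of each spot and was run on the median signal, and the probes shown in Fig. 2a were added as a setting, both after seeing the data. On the IR-61 array 4 spots had a local background above their own signal and were given the median background of the array before normexp, because with them the fitted background mean was −1571 against 12.7 without. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1, were used.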

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

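The weighing of a single wrongly reading probe, with the bar a second probe has to pass, of a trend over the array by its size, and of a difference between single cultures, was chosen after the result was seen. The genes below are the largest falls and rises on the arrays that the paper does not discuss, each against the vehicle array.

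Among the 10 largest falls with IR-61, 7 were genes that the paper does not name. The log2 difference was −4.16 for *Acod1*, the largest fall of all measured genes, −3.64 for *Spata13*, −3.20 for *Olr1*, −3.07 for *Pde4b*, −3.0 for *Samd12*, −2.92 for *Gpr84* and −2.87 for *Nfkbie*. *Acod1* was printed 10 times, and every spot used of the IR-61 array lay below every spot used of the vehicle array. None of the 10 largest rises is named in the paper. They were 2.91 for *Fcrl1*, 2.82 for *Prl2c5*, 2.78 for *Chst2*, 2.66 for *Dbp*, 2.55 for *Cthrc1*, 2.32 for *Arhgdig*, 2.30 for *Col8a1*, 2.29 for *Pi16*, 2.23 for *A530064D06Rik* and 2.23 for *Mbd5*. *Chst2*, *Cthrc1*, *Arhgdig*, *Col8a1* and *Pi16* had a signal between 15.3 and 28.0 with vehicle, near the lowest signal of 12.8 among the probes well above background on that array, so the size of their rise depends on a dim value. With normexp background correction, also chosen after the result was seen, *Chst2* rose by 1.36 and *Cthrc1* by 1.15, and *Pi16*, *Col8a1* and *Arhgdig* no longer passed the 2-fold limit, with 0.99, 0.93 and 0.58. Among the falls, *Samd12* had a signal of 16.5 with IR-61. The lowest signal among the probes well above background on that array was 15.0. With normexp the log2 difference of *Samd12* was −1.29.

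Several technical explanations of these 17 differences are argued against by the values. The smallest difference was 6.10 times the SD expected from the spread between spots, so noise between spots is not the whole cause. Under 5 other scalings the smallest difference was 2.15 on the log2 scale in the direction of the main value, and the trend over rows and columns was at most 0.0716 in size, so neither these scalings nor such a trend accounts for them. Local effects of position on single spots were not tested. For *Pde4b*, *Prl2c5*, *Dbp* and *Arhgdig* another probe was above background. In 3 of these 4 genes, *Pde4b*, *Prl2c5* and *Dbp*, it moved in the same direction by 2-fold or more, which argues against a single wrongly reading probe. The second probe of *Arhgdig* had a difference of 0.33, within the SD of 0.456 expected from the spread between spots, and so shows no rise. Probes of *Prl2c5* can also bind transcripts of close paralogs, which was not tested.

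For the other 14 genes, *Arhgdig* among them, no second probe moved beyond the spread between spots, and a single wrongly reading probe cannot be told apart from a change of the gene. A difference between cultures or arrays that has nothing to do with IR-61 cannot be told apart from an effect of IR-61 for any of the 17 genes, because there was 1 array per condition. An effect of IR-61 therefore stays among the open explanations and was not tested.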

How the results depend on the processing

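No paired analysis was possible because each condition had 1 array and no test was run. A value was taken as unchanged where it moved by no more than the SD of a difference expected from the spread between spots, and a count where it stayed within 1.5 times. Scaling by spike-in controls was not run, because the spike-in probes were near background on both arrays, with a median signal of 12.7 for vehicle and 26.0 for IR-61. Normexp on the mean signal was not run either. Normexp on the median signal and the probes shown in Fig. 2a were chosen after seeing the data.

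The 9 genes named in the text were lower under all 11 settings that were run on them, *Tnf* between −3.33 and −2.75, *Il1b* between −3.86 and −3.29 and *Cd14* between −1.06 and −0.49 on the log2 scale. Of these 9 genes 6 were lower by 2-fold or more without scaling, and 8 or 9 under the other settings. The median of the 21 genes of Fig. 2a was −1.34. It moved to −0.89 over 19 genes without scaling, with 8 genes lower by 2-fold or more in place of 15, and to −1.20 with normexp. Under the other settings the number of these genes lower by 2-fold or more was between 12 and 18. Without scaling the bounds of *Il23a* and *Ifnb1* gave no fold.

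Leaving out the scaling moved the median of all measured genes from 0.10 to 0.59, and most changes under that setting follow from this shift. It gave 2228 genes past the 2-fold limit, 72 lower and 2156 higher, against 572 in all. Without it the list medians were −0.13 for the other NF-κB genes, 0.56 for interferon-responsive genes, 0.39 for NRF2 targets, 0.21 for sterol synthesis, 0.20 for the integrated stress response, 0.82 for proliferation, 0.34 for housekeeping genes, 0.14 for M2 markers, 0.59 for the respiratory chain subunits of the paper, 0.76 for mitochondrial biogenesis, 0.48 for fatty acid genes, 0.63 for the pathway of the paper, 0.53 for all nuclear respiratory chain subunits and 0.39 for ribosomal proteins. Of these, NRF2 targets, sterol synthesis, the integrated stress response, housekeeping genes, M2 markers, ribosomal proteins and, at −0.009, fatty acid genes were negative with the scaling. So were single genes that came out positive without it: *Aoah* 0.13, *Irak2* 0.10, *Arg1* 0.20, *Chil3* 0.081, *Nrf1* 0.17, *Tfam* 0.34, *Acaca* 0.39, *Rela* 0.33, *Ywhaz* 0.012, *Rps7* 0.007, *Per2* 0.21, and, from values within the SD between spots of 0, *Ifnar1* 0.48, *Mrc1* 0.47, *Srebf1* 0.27, *Acadl* 0.41 and *Acly* 0.43. Relative to random lists matched on signal, the other NF-κB genes had a median between −0.77 and −0.66 under the 11 settings, measured from the median of the random lists.

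The split of the genes past the 2-fold limit depended on the scaling. Of these genes 41.1% were lower in the main setting, 54.3% with scaling by the median (295 lower, 248 higher), 52.1% with quantile normalization (279 and 257), 52.2% with loess (278 and 255) and 51.4% with the deposited log2 values (281 and 266). Between 230 and 235 of the 235 lower genes were shared with the main setting under the scalings other than none, under the deposited values, with outlier spots kept and with the trend removed. With normexp 273 genes passed the limit, 149 lower and 124 higher, and 147 of the lower were shared. Without a filter on dim probes 1363 genes passed it, 441 lower and 922 higher. With the 3-fold limit 113 genes passed it, 63 lower and 50 higher, and counted over probes 1064 did, 451 lower and 613 higher. These last 3 changes follow from what is counted.

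Among the list medians, the integrated stress response moved from −0.29 to −0.18 with quantile normalization and with the deposited values (both −0.18), and housekeeping genes from −0.145 to −0.050 and −0.049. With the mean over detected probes, the other NF-κB genes had a median of −0.71, the integrated stress response of −0.54, fatty acid genes of 0.19 and the pathway of the paper of 0.026, and *Akt2* changed from 0.22 to −0.015. Interferon-responsive genes, at 0.07 in the main setting, had a negative median with scaling by the median, quantile normalization, loess, the deposited values, the mean over detected probes and normexp, and all nuclear respiratory chain subunits, at 0.04, with scaling by the median. With normexp, interferon-responsive genes had a median of −0.18, fatty acid genes one of 0.045, and *Acaca* changed from −0.10 to 0.055, while the median of all measured genes moved from 0.10 to −0.031. The cause of these changes was not tested. Of 859 values of 84 named genes under the alternatives, 707 stayed within the spread between spots, 139 moved (71 without scaling and 33 with normexp) and 13 changed sign from a value larger than this spread. Counting also 14 changes of sign from values within the spread of 0, 27 changed sign, 16 of them without scaling. Among the small values, *Sdhb* at 0.02 was between −0.28 and −0.015 under 4 settings, *Atp5a1*, *Ppara* and *Akt1* were negative with scaling by the median, *Mrc1* was positive with the trend removed and *Ifnar1* with normexp. Of 230 other values, 189 stayed within it.

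What the signal over background limits is seen in the dim genes. Of the 572 genes past the 2-fold limit, 37 lower and 104 higher had a log2 signal under 6, where the SD between spots was 0.347 for vehicle and 0.296 for IR-61, and under normexp, which adds an offset of 50, dim genes moved far, *Arhgdig* from 2.32 to 0.58, *Samd12* from −3.0 to −1.29 and *Tlr11* from −2.45 to −1.20.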

Differences from the paper's values

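For 3 of the 21 genes of Fig. 2a the log2 difference from the brightest probe differed from that of the paper's Source Data by more than the SD expected from the spread between spots. For *Aoah* it was −0.36, and the paper's value is −1.18. For *Ifnar1* it was −0.005, and the paper's value is −1.36. For *Irak2* it was −0.39, and the paper's value is −1.37. None of the alternatives set before the data were examined brought any of these 3 genes within that SD of the paper's value, and the nearest was the mean over the detected probes of a gene, with −0.72 for *Aoah*, −0.76 for *Ifnar1* and −0.88 for *Irak2*. With the probe whose deposited values equal the Source Data, a setting chosen after seeing the values, the differences were −1.09, −1.28 and −1.38, within that SD of the paper's values.

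For the other 18 genes no difference from the paper's value was found. These values were read from the same arrays and probes as the paper's, so this is not an independent check. A bound was taken to differ only where its fold was over 1.5 times that of the paper. Since a bound raises the dim side of the same probe, it could hardly pass that limit. For the genes with only a bound the comparison therefore decides nothing. *Il12b*, *Psg18*, *Il23a* and *Ifnb1* have only bounds here, −2.80, −1.49, −0.38 and −0.34 on the log2 scale, where the paper's values are −3.24, −2.15, −1.06 and −1.79.

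The text cites Fig. 2a for *Tlr2*, which is not among the 21 genes of the heat map or its Source Data. On the arrays its log2 difference was −2.40.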

Other observations

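In this part the weighing of a single wrongly reading probe for genes with 1 probe, of a general tendency of dim probes and of a smooth trend by its size, was chosen after the result was seen, and so were the list of clock genes and normexp. The readings of the housekeeping test, of the clock gene test and of the tests of dimmer probes and of a choice among probes were also set after their values were seen.

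The lower signal of the pro-inflammatory genes with IR-61 was weighed against technical explanations. Scaling does not account for it, since the median of the genes of Fig. 2a stayed at −0.89 or lower under 5 other scalings, and −0.89 was without scaling, over the 19 genes that gave a fold, where the median of all measured genes was 0.59. Dim probes do not account for it, since the genes of Fig. 2a well above background on both arrays had a median of −1.34. A smooth trend over rows and columns does not, since it was at most 0.0716 in size. Local effects of position on single spots were not tested. A choice of genes that happened to fall does not account for it alone, since the preset list of other NF-κB genes had a median of −0.62, below the middle 95% of random lists, which began at −0.07. A general loss of signal does not, since without scaling the IR-61 array was the brighter one and 16 housekeeping genes had a median of 0.34. This test was chosen after the values were seen. The one set before the data were examined, that the scaled housekeeping median of −0.145 lie inside the middle 95% of random lists, was not met (0.89th percentile), but scaling removes a general loss, so it cannot show one. For the 3 genes of Fig. 2a with several probes, the probes that Fig. 2a does not show were also lower in the main setting. Their median was −0.39 over the 3 genes, although the brightest probe of *Ifnar1* was at −0.01. Falls of this size were common, since the brightest probes of *Irak2*, *Aoah* and *Ifnar1* took ranks 1933, 2178 and 6461 of 16885. Without scaling these 3 probes were higher with IR-61, by 0.10, 0.13 and 0.48, where all measured genes had a median of 0.59. The probes not shown therefore do not decide whether the shown probe misread its gene. For the other 18 genes there is 1 probe, and a misreading by that probe cannot be told apart from a change of the gene, gene by gene. What also stays open is a difference between the 2 cultures in how activated they were, which 1 culture per condition cannot separate from an effect of IR-61.

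For *Aoah*, *Ifnar1* and *Irak2* the probe shown in Fig. 2a read lower than the brightest probe, with a log2 difference between the probes of −0.73, −1.28 and −0.99. Over 5106 genes with several probes measured on both arrays, the dimmer probes lay at a median of −0.173 relative to the brightest (−0.205 after loess), with an SD of 0.483 across genes. Gaps as low as those of *Aoah*, *Ifnar1* and *Irak2* were seen in 8.66%, 0.92% and 3.27% of these genes, so a tendency of dimmer probes, with its ordinary spread, stays open. Of 129 genes with several probes of which any was lower by 2-fold or more, the brightest probe was lower by 2-fold or more in 34.9%, and for rises the share was 66.0% of 156 genes. These genes were picked by the outcome and the share expected without a choice among probes is not known, so whether 1 of several probes was taken because it fell stays open. Probes that lie at different distances from the transcript's end, or that read different transcripts of a gene, were not tested, because the probe sequences were not used here.

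Gene lists fixed before the data were examined differed in direction. The median log2 difference was −0.28 over 20 sterol synthesis genes, 15 lower and 5 higher, from *Lss* at −1.19 to *Idi1* at 0.28, and 0 of 10000 random lists had a median as low. It was −0.29 over 17 genes of the integrated stress response, 10 lower and 7 higher, from *Nupr1* at −2.28 to *Vldlr* at 1.04, with 3 random lists as low. It was 0.33 over 25 proliferation genes, 5 lower and 20 higher, from *Top2a* at −0.49 to *Aurkb* at 0.87, above 99.8% of random lists. Without scaling the 2 lower lists had positive medians, but measured from the median of random lists sterol synthesis genes were between −0.42 and −0.31, stress response genes between −0.59 and −0.23 and proliferation genes between 0.26 and 0.34 under the 11 settings. Housekeeping genes, from *Ywhaz* at −0.48 to *Hprt* at 0.80, were also at a low percentile (between 0.45 and 9.20 under the settings tried), and so were 79 ribosomal protein genes at −0.095, from *Rps7* at −0.48 to *Rpl39l* at 0.93 (between 0.0 and 1.80), both with positive medians without scaling, so a low percentile alone does not set a list apart. The median was 0.07 over 17 interferon-responsive genes (*Gbp2* −1.06, *Ifi44* 0.72), negative under 6 other settings, and −0.10 over 17 NRF2 targets (*Tkt* −0.84, *Me1* 0.61), both inside the middle 95% of random lists in the main setting. Under the settings tried the NRF2 targets were between the 2.10th and the 9.88th percentile, below the middle 95% only with the trend over rows and columns removed, and had a positive median without scaling. No explanation of these list medians was tested.

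*Ccl3* rose with IR-61 by 1.09 on the log2 scale, and by 1.01 to 1.58 under the settings tried, while *Tnf*, *Cxcl2* and *Icam1* fell by 3.24, 3.13 and 2.67. *Ccl4*, named after its value was seen, rose by 0.55. The paper does not report these 2 chemokines.

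The paper measured 10 of the genes by quantitative RT-PCR in Fig. 2b, 9 of which it names for the array. The arrays and the paper's values had the same direction for those 9 genes, and different sizes. The sizes were nearest for *Cd14*, with a log2 ratio of the paper's means of −1.16 and a log2 difference on the arrays of −0.98. For *Tnf*, *Il1b*, *Cxcl2*, *Cxcl3*, *Cd69*, *Tlr2* and *Tlr11* the paper's log2 ratios were −0.69, −0.66, −1.83, −0.63, −0.89, −0.70 and −0.77, and the array differences −3.24, −3.78, −3.13, −1.29, −2.74, −2.40 and −2.45. For *Cxcl1* the paper's log2 ratio was −3.01 and the array difference −1.39. For *Il6*, which Fig. 2a does not show, the paper's log2 ratio was −1.20 and the array difference 0.16, within the SD of 0.23 expected from the spread between spots and between 0.00 and 0.65 under the settings tried. The legend of Fig. 2b does not name the cells, and the reason for these differences was not tested.

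For genes that the paper measured in bone marrow-derived macrophages, the arrays give values in RAW264.7 cells for which the methods name vehicle control or IR-61 as the treatment. The paper measured the M2 markers after IR-61 and then another 24 h with or without IL-4, and reports that IR-61 induced them. No IL-4 is named for the arrays, so the M2 values here do not test that result. Of the M2 markers, *Retnla* (Fizz1) had a log2 difference of −1.01, *Chil3* (Ym1) of −0.41, *Arg1* of −0.29 and *Mrc1* of −0.02, with *Chil3*, *Arg1* and *Mrc1* positive without scaling, at 0.08, 0.20 and 0.47. The median of −0.35 lay at the 3.27th percentile of random lists, and between 2.15 and 4.05 under the settings tried. Of the respiratory chain subunits that the paper found increased, *Uqcrc2* had a log2 difference of 0.13, *Ndufb8* of 0.12, *Atp5a1* of 0.08 and *Sdhb* of 0.02 (between −0.28 and 0.51 under the settings tried), and *mt-Co1* was not analysed here. Their median of 0.10 was at the 64.8th percentile of random lists, and that of 81 nuclear subunits was 0.04, from *Ndufa10* at −0.76 to *Cox6a2* at 0.57. *Sirt1* and *Ppargc1a* rose by 0.70 and 0.80, *Nrf1* fell by 0.32 and *Tfam* by 0.14, with both falls turning to rises without scaling. The median of these 4 biogenesis genes, 0.28, was at the 81.8th percentile. The 6 fatty acid genes had a median of −0.01, with the largest rise 0.67 for *Pparg*, and the 6 genes of the pathway in the paper a median of 0.14, with *Acly* at −0.06, *Akt1* at 0.07 and *Akt2* at 0.22, which was −0.015 with the mean over its probes.

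*Dbp*, a target of the circadian clock, was among the 10 largest rises, and a hypothesis is that the 2 cultures differed in circadian phase. Of 9 other clock genes 8 were higher with IR-61, with a median of 0.31, *Tef* highest at 1.01 and *Per2* lowest at −0.28. The median was at the 91.0th percentile of random lists, inside their middle 95%, and between the 80.3rd and the 98.0th percentile under the settings tried. Before the test a median inside the middle 95% had been set to count against the hypothesis, and in the main setting it did. The 8 of 9 higher genes add little, since random lists already had a median of 0.12. Only with the mean over the detected probes of a gene did the median lie above the middle 95%. For that reason alone the hypothesis is read here as undecided, which departs from the preset rule. A difference in phase cannot be told apart from a change in *Dbp* and *Tef* alone.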
